# Lagging Brain Gene Expression Patterns of *Drosophila melanogaster* Young Adult Males Confound Comparisons Between Sexes

**DOI:** 10.1007/s12035-024-04427-7

**Published:** 2024-08-28

**Authors:** Flannery McLamb, Zuying Feng, Jeanne P. Vu, Lindsey Griffin, Miguel F. Vasquez, Goran Bozinovic

**Keywords:** Brain, Transcriptome, Sexual dimorphism, Genomics

## Abstract

Many species, including fruit flies (*Drosophila melanogaster*), are sexually dimorphic. Phenotypic variation in morphology, physiology, and behavior can affect development, reproduction, health, and aging. Therefore, designating sex as a variable and sex-blocking should be considered when designing experiments. The brain regulates phenotypes throughout the lifespan by balancing survival and reproduction, and sex-specific development at each life stage is likely. Changes in morphology and physiology are governed by differential gene expression, a quantifiable molecular marker for age- and sex-specific variations. We assessed the fruit fly brain transcriptome at three adult ages for gene expression signatures of sex, age, and sex-by-age: 6698 genes were differentially expressed between sexes, with the most divergence at 3 days. Between ages, 31.1% of 6084 differentially expressed genes (1890 genes) share similar expression patterns from 3 to 7 days in females, and from 7 to 14 days in males. Most of these genes (90.5%, 1712) were upregulated and enriched for chemical stimulus detection and/or cilium regulation. Our data highlight an important delay in male brain gene regulation compared to females. Because significant delays in expression could confound comparisons between sexes, studies of sexual dimorphism at phenotypically comparable life stages rather than chronological age should be more biologically relevant.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-024-04427-7.

## Introduction

Differences between females and males in morphology, physiology, and behavior can have critical effects on reproduction and development [1–3], stress response [4, 5], health [6, 7], and aging [8, 9]. Many species exhibit observable and quantifiable sex-specific phenotypes [10–12], including larger body and cell size in female fruit flies, *Drosophila melanogaster* [13]. Sex is genetically determined within each fruit fly somatic cell based on X chromosome dosage: XX cells, which express the *Sex-lethal* (*Sxl*) gene, are female, and XY cells are male [14, 15].

Brain dimorphism contributing to sex-specific phenotypes is well-documented [16–18]. Adult male rats’ 18% larger ventral medial PFC is attributable to 13% fewer neurons and 18% fewer glia cells in females [19], and the male primary visual cortex has about 20% more gray matter volume, partially due to having 19% more neurons than females [20, 21]. Human male brains generally have larger volume, surface area, and white matter fractional anisotropy, while human female brains have greater raw cortical thickness, white matter tract complexity [22], and higher cerebral glucose metabolic rates [23]. Between ages 7 and 11, female subcortical forebrain nuclei reach adult volume, while males’ volume is greater but likely reduces later in adulthood [24]. Nerve fiber tract streamline reduction occurs earlier in females [25], while occipital area thinning is faster in males [26].

Many species are characterized by different maturation rates between sexes [27–31]. Direct temporal comparison of females and males is challenged by sex-specific phenotypic timelines, evident in quantifiable gene expression patterns. If sexes are compared at the same chronological rather than biological age, developmental changes may be misinterpreted as sexual dimorphism. Quantifying brain gene expression across life stages can identify developmentally comparable time points between females and males and characterize sex-specific physiology and behavior more comprehensively. Reproductive neurons in fruit flies manifest sex-dependent phenotypes. For example, the anterior dorsal neuronal (aDN) clusters [32] are responsible for collective egg laying and receiving olfactory inputs in females, whereas male aDN cells accept visual inputs and shape visual courtship behaviors. All *doublesex* + *(dsx* +*)* neuronal clusters are sexually dimorphic or sex-specific, as single-cluster mapping showed the absence of monomorphic clusters [32]. Nuances in sex- and age-specific effects in the brain can be quantified by analyzing phenotypes at the molecular level. Notably, some genes that affect sex-specific behaviors are not expressed within the brain [33]: the fat body around the brain likely modulates behavior [34] and contains sex-biased transcripts influencing sex determination pathways and brain gene expression [35]. While subtle anatomical dimorphisms have been reported in fly brains [36, 37], genetic and neural bases of sexual behaviors [38] are mapped to broad regions of the central nervous system [39, 40], suggesting neuroanatomical and functional differences between the sexes. For instance, three glomeruli are significantly larger in male fruit flies, and two of these are innervated by *fruitless* (*fru*) olfactory neurons that are required for male courtship [41, 42]. The transcription factors *dsx* and *fru* control the sexual differentiation of neural circuits and exhibit sex-specific spatial distributions in the nervous system [43, 44]. Male brains express *dsx* in 150 cells per hemisphere in 10 anatomical clusters, while female brains express *dsx* in 30–40 cells per hemisphere in 7–8 clusters [32, 45–49]. Although several neuronal clusters are not sexually dimorphic in the number of *dsx*-expressing cells, their axonal projection patterns differ between sexes [32]. The association between *fru*, *dsx* [16, 45–47, 50], and sexually dimorphic neuroanatomy, physiology, and behavior [44, 51–53], highlights the importance of studying sex-specific brain gene expression.

Sensitive high-throughput RNA-seq methodology captures variation in gene expression, which precedes other robust and subtle dimorphic phenotypes. Fruit flies have been used to study sex differences in the brain via RNA-seq, including responses to traumatic brain injury, cocaine, and developmental alcohol exposure [54–57]. Greater gene expression response to traumatic brain injury was reported in females than in males at 1, 2, and 4 h of post-injury [54], while the response among Tau-deficient individuals was greater in males [55].

Designating sex as a controlled variable to account for sex differences has been historically neglected [58, 59]. Consequently, the National Institutes of Health has emphasized sex as a biological variable (SABV); their 2015 notice [60] required researchers seeking funding to consider SABV in their studies. While recent publications utilize SABV, the confounding effects of temporal variation on sexual dimorphism in the young adult fruit fly transcriptome have not been investigated. Such effects are important because, in many species, one sex is larger and has a longer maturation time [61–64]. Although female and male *D. melanogaster* share similar molting and eclosion times [13], females take longer to reproductively mature [65]. The temporal signature of the brain transcriptome may continue to be sex-specific during early-to-middle adulthood. In this study, we characterize the female and male brain transcriptomes at three distinct adult ages to identify gene expression differences relative to sex, age, and sex-by-age interaction.

## Materials and Methods

### Fruit Fly Collection, Imaging, and Dissection

Oregon wild-type *D. melanogaster* (Carolina Biological Supply Company, Burlington, North Carolina, USA) were reared in vials with standard cornmeal agar medium, under 12 h light/12 h dark cycle at 25 °C. Female and male virgin fruit flies were separated within 4 h of post-eclosion under light CO_2_ anesthesia. Flies were aged to 3, 7, or 14 days post-eclosion and snap-frozen at -80 °C. Brains were dissected in phosphate-buffered saline and stored in TRIzol to prevent RNA degradation. Three biological replicates consisting of 100 pooled brains were collected for each sex at each age. For imaging, 3-, 7-, and 14-day-old individually housed flies were anesthetized with CO_2_ and photographed with a Nikon D7100 mounted on a Leica MZ FLIII stereomicroscope with additional lighting and Camera Control Pro 2 (Nikon) imaging software (Fig. 1A). Fly brains were then dissected from 14-day flies, fixed in freshly prepared 4% paraformaldehyde, and imaged with the same camera setup (Fig. 1B).

**Fig. 1:**
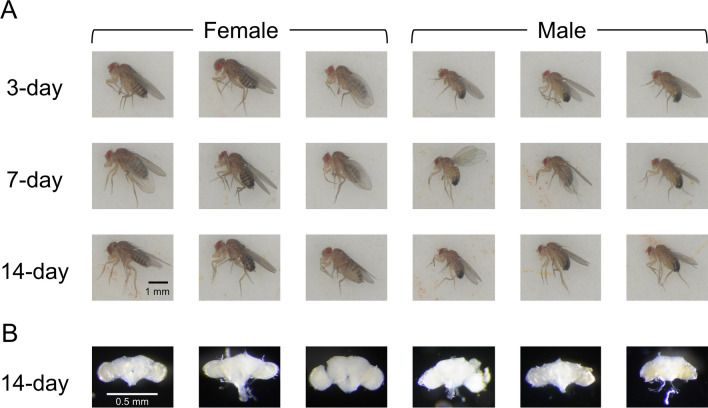
*Drosophila melanogaster* developmental comparisons between 3-, 7-, and 14-day-old female and male flies and 14-day-old brains.** A** Images of flies at 3 days (first row), 7 days (second row), and 14 days (third row) of post-eclosion. **B** Brains isolated from 14-day-old flies. Scale bars are 1 mm for whole flies and 0.5 mm for brains

### RNA Extraction and Sequencing

Brain RNA was isolated as described in Vu et al*.* [4]. Briefly, pooled brains (100 brains/sample) were homogenized in TRIzol (Invitrogen, Carlsbad, CA, USA) via a bead mill. Total RNA was isolated using the TRIzol reagent protocol and stored at -80 °C. RNA quantity and quality were determined with a Qubit 4 Fluorometer and Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples were prepared for RNA sequencing using the TruSeq RNA Library Prep Kit v2 and subsequently sequenced with a NextSeq2000 Sequencing System at Scripps Research Genomics Core (La Jolla, CA, USA).

### RNA Sequencing Data Processing

Single-end sequencing reads were trimmed to remove adapter sequences via Trimmomatic (version 0.39) [66]. Sortmerna (version 2.1) was used to remove ribosomal RNA contamination [67]. Base sequences with a Phred score below 32 were removed and a minimum sequence length filter of 18 was applied. Illumina sequence reads were mapped to the reference *D. melanogaster* genome (FlyBase 6.32) [68] using STAR (version 2.7.3a) [69] with default parameters. Raw and processed files were deposited to the Gene Expression Omnibus database (accession number GSE199164).

### Differential Expression Analysis

Principal component analysis (PCA) was implemented in R (version 2.14.1) [70] and visualized with ggplot2 (version 3.4.2) [71]. The DESeq2 package (version 2.10) [72] was used to determine differential expression between sexes and ages of 13439 genes, with a significance threshold of adjusted *p* < 0.1 or unadjusted *p* < 0.05. DESeq2 filters genes to maximize results at a target false discovery rate (FDR), which is by default 0.1, as is used in *Love *et al*.* [72]. Therefore, *p* < 0.1 was used as the threshold for adjusted *p*-values; the threshold of unadjusted *p*-values was set to 0.05 to compromise between false negatives and false positives, because removing FDR correction increases the risk of false positives, while lowering the threshold decreases this risk [73–76]. Read count normalization was performed during DESeq2 analysis using the default method [72, 77–79], and log_2_(fold-changes) (LFCs) were shrunk via the ashr package (version 2.2–54) [80]. Heatmaps of LFCs with Ward’s hierarchical clustering were created using the dendextend (version 1.15.2) [81] and ComplexHeatmap (version 2.12) [82] packages in R, and Venn diagrams of differentially expressed genes (DEGs) were created with the VennDiagram (version 1.7.3) package [83]. DEGs (*p* < 0.05) by comparison and up- vs. downregulation were tested for X-chromosome enrichment using Fisher’s exact test in R, with a significance threshold of *p* < 0.05. For simplicity, experimental groups and pairwise comparisons are abbreviated as shown in Table 1. To better characterize patterns specific to any age or sex, we performed all pairwise comparisons using Wald’s test in DESeq2. While DESeq2’s likelihood ratio test can identify genes with overall differential expression over time or sex-specific expression patterns [72], pairwise Wald’s tests have been used to characterize differential expression between individual time points [84, 85].

**Table 1:** Notations of brain gene expression comparisons

Within sex	F3v7, F3v14, F7v14, M3v7, M7v14, M3v14
Between sexes	F3vM3, F3vM7, F3vM14, F7vM3, F7vM7, F7vM14, F14vM3, F14vM7, F14vM14

F (female) and M (male) indicate sex, and 3, 7, and 14 indicate post-eclosion age in days. For example, F3v7 = comparison within females, between 3 and 7 days, and F3vM3 = comparison between females and males at 3 days

### qRT-PCR Validation of RNA-Sequencing

Ten genes with a minimum between-sex LFC of 4 were selected for qRT-PCR validation: three male-biased (higher expression in males) genes at 3 days, four female-biased (higher expression in females) genes at 3 days, one female-biased gene at 14 days, and two genes with similar levels of sexually dimorphic gene expression between 3-, 7-, and 14-day flies. RNA samples were prepared using the iTaq™ Universal SYBR® Green One-Step Kit protocol. qRT-PCR was performed using Quantstudio 3 (Thermo Fisher Scientific, Waltham, Massachusetts, USA), with analysis using QuantStudio Design and Analysis (Quantstudio 3, ThermoFisher Scientific). qRT-PCR gene expression values and trimmed mean of M (TMM) RNA-sequencing counts were normalized to the housekeeping gene RpL32 (Dm02151827_g1). Correlations between resulting fold changes were performed in JMP Pro (version 14.0, SAS Institute Inc, Cary, NC, USA).

### Gene Ontology

Gene Ontology: Biological Process (GO: BP) enrichment was analyzed using the g:GOst tool of g:Profiler (Version: Ensembl 55, Ensemble genomes 55) [86], with a background consisting of detected annotated genes. Enrichment analyses were conducted on DEGs determined by significance thresholds of *p* < 0.05 and adjusted *p* < 0.1; those using adjusted *p* < 0.1 are provided as a supplementary reference (Figure S1-2). X-linked DEGs (*p* < 0.05) were analyzed with a background of detected annotated genes on the X chromosome. The top five most significant driver terms (*p* < 0.05, g:SCS corrected threshold) for each gene set were plotted in R. The GOSemSim package (version 2.24.0) [87] was used to quantify semantic similarity (Wang measure) [88] between significant GO terms (*p* < 0.05, g:SCS corrected threshold), as means between pairs of GO terms. Pairwise semantic similarity between the top five driver terms, subtracted from one, were used as distances for hierarchical clustering to create nine clusters of semantically similar terms (Figure S3, Table S1).

### Male Delayed Expression Analysis

DEGs (*p* < 0.05) in F3v7 and M7v14 comparisons were analyzed to investigate delayed expression in males. Correlations between LFCs of each gene were quantified via Pearson’s product-moment. Slopes between the ages for each sex were calculated without and with correction for number of days. Patterns of expression over time were classified as either flat (|slope|< 0.05), rising (slope > 0.05), or dropping (slope <  − 0.05), with a cutoff determined as the point between slope modes. Genes with expression patterns delayed in males were analyzed for gene ontology enrichment. Results were visualized using ggplot2 and Python (version 3.11.3) [89] with Seaborn (version 0.12.2) [90] and Matplotlib (version 3.7.1) [91] libraries.

### Transcription Factor Enrichment Analysis

Transcription factor enrichment analysis was performed on delayed DEGs (*p* < 0.05) using the RcisTarget package (version 1.20.0) [92] with the *D. melanogaster* ranking and annotation databases (flybase_r6.02 v8) [93, 94], and visualized with ggplot2. A transcription factor was considered enriched if it matched to an over-represented motif with high confidence.

## Results

Images of representative female and male flies at 3, 7, and 14 days illustrate their sexually dimorphic morphology (Fig. 1A). Female flies are larger with elongated abdomens and distinct stripes throughout. Males have dark, rounded abdomens with fewer stripes and dark spots on their front legs, known as sex combs. These differences are consistent at all three ages. Brains at 14 days have no apparent differences (Fig. 1B).

Two PCA-identified outliers (one 7-day female replicate and one 14-day female replicate) were removed from downstream analyses (Figure S4). 

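Brains of virgin females and males were compared at 3, 7 and 14 days from 16 libraries, each made from a pool of 100 brains. There were 3 libraries for each of 3-day females, 3-day males, 7-day males and 14-day males, and 2 for each of 7-day and 14-day females. The authors trimmed single-end reads with Trimmomatic (version 0.39), mapped them with STAR (version 2.7.3a) and normalized the reads per gene in DESeq2. Whole reads were recovered from every normalized value by 1 factor per library, and totals ran from 2924715 in replicate 1 of the 14-day males to 8664494 in replicate 3 of the 3-day males (median 6094045). By group they were 4211115 to 7652315 in 3-day females, 6032865 to 8190912 in 7-day females and 3313962 to 4725478 in 14-day females. In males they were 3240636 to 8664494 at 3 days, 5939046 to 7289072 at 7 days and 2924715 to 6955334 at 14 days.

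Of 13439 genes, 13434 were placed by their annotation symbol and 4 by a synonym on NCBI's gene table for release 6 of the genome. This put 2119 on the X chromosome, 17 on the Y chromosome and 11299 on autosomes. The 12448 genes with a mean of at least 5 normalized reads were compared on the log2 scale after adding 1, with all 6 groups in one linear model in limma and its variance trend. Differentially expressed genes (DEGs) passed an adjusted p of 0.1 (Benjamini-Hochberg), and counts at an unadjusted p of 0.05 are given where the paper uses them. Fold changes between sexes are females over males, and those between ages are older over younger flies. Changes in 32 gene lists were tested with limma's camera at an adjusted p of 0.05 and a preset correlation of 0.01 between genes. Of 288 list tests 176 passed, 155 passed without replicate 2 of the 7-day females and replicate 1 of the 14-day males, and 2 passed when the correlation was estimated from the data. The lists, the rule for naming genes and the thresholds, which are the paper's, were chosen before the data were examined. So were the alternative settings, except leaving out those 2 libraries together, the estimated correlation, the background level as a covariate, slope genes from DESeq2 and fold changes shrunk with ashr. By that rule a named gene had a mean of at least 50, no overlap between the values of the 2 groups, and 1 of the 8 largest changes in its direction, or was among the 4 strongest members of a list. Replicate numbers did not pair libraries across groups, since the residuals of 35 same-numbered pairs had a median correlation of −0.046 and those of 71 other pairs 0.008, and no pairing was fitted. In simulated data 100 genes were changed 4-fold and 100 others 2-fold. Of these 67% and 7% were called in the comparison of 3-day females with 3-day males, so smaller changes are largely missed.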

The first two principal components explain 49% and 17% of the total variance, respectively (Fig. 2). The separation between sexes is apparent along the second principal component with a less evident clustering by age along the first principal component (Fig. 2B). Despite the range overlaps between groups, samples within the same sex and age group tend to have similar PC1 values, indicating clustering by age within each sex (Fig. 2B).

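The libraries were spread along the first component largely by genes with low values in these brains, among them the gustatory receptor Gr93b, the odorant receptor Or85d and prd, a paired-domain transcription factor. The sexes lay apart, with some overlap, along the second component, with the yolk proteins Yp1, Yp2 and Yp3 and the female-specific satiety gene fit on one side and kl-2, a Y-linked dynein of the sperm tail, on the other. Over the 500 most variable genes, PC1 held 66.2% of the variance and PC2 8.6%. The loadings on PC1 were 0.0609 for Gr93b, 0.0603 for Or85d and 0.0591 for prd. Against them stood the more abundant CG43673 (−0.0623, the largest in size, mean 367.6) and the trypsin betaTry, with loadings of −0.0623 and −0.0589 (betaTry mean 901.8). On PC2 the loadings were −0.3028 for Yp1, −0.2710 for Yp2, −0.2629 for Yp3 and −0.2420 for fit, against 0.1361 for kl-2. These genes were chosen after their values were seen. Of the 500 genes, 310 had a mean below 50 normalized reads, and 425 loaded positively on PC1. Mean PC1 scores were −63.7 (range −80.0 to −53.3) in 3-day females, 9.5 (−14.5 to 33.4) in 7-day females and 26.2 (23.5 to 28.9) in 14-day females. Males scored 3.6 (−5.9 to 20.2) at 3 days, −7.3 (−39.6 to 16.6) at 7 days and 43.7 (26.5 to 64.7) at 14 days. On PC2 females ran from −22.5 to −0.6 and males from −6.1 to 24.2.

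The level of scarce transcripts was followed with the median normalized value of 195 gustatory receptor, cuticle protein and eggshell genes in each library, here the background, chosen after the data were seen. It ran from 0 in replicate 1 of the 3-day females to 37.55 in replicate 1 of the 14-day males. That male library and replicate 2 of the 7-day females had the highest background of their groups, and leading counts are also given without both. The background followed PC1 closely (Pearson r = 0.982), and some of its genes are among those that changed between groups. A fit with it as a covariate therefore takes out such changes whatever their source, and cannot show their cause. Spearman correlations between libraries of a group were 0.935 to 0.967, except 0.845 and 0.884 for replicate 1 of the 14-day males with replicates 3 and 2.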

**Fig. 2:**
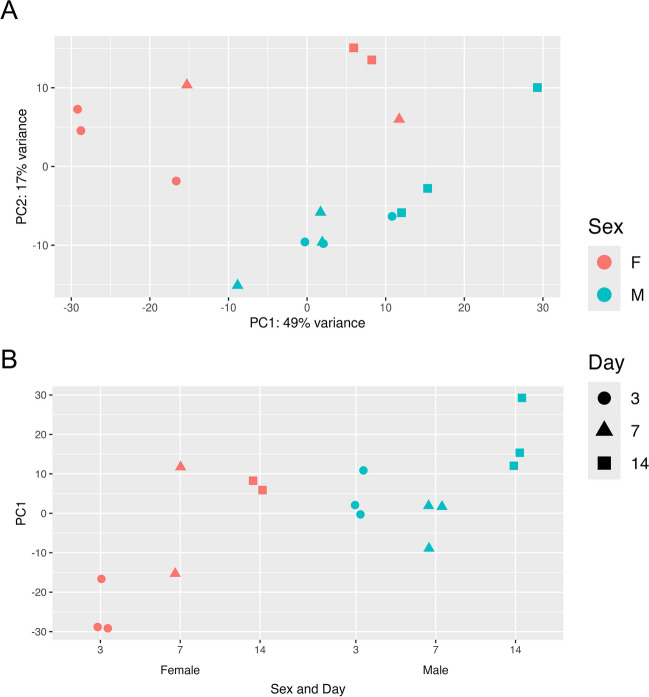
**A** Principal component analysis of gene expression profiles for each sample by sex and age after outliers are removed (*N* = 16), and **B** a scatter plot of principal component 1 (PC1) values by sex and age. One 7-day female sample and one 14-day female sample were considered outliers and removed from downstream analyses. Colors represent sexes, and shapes represent post-eclosion age in days. To avoid overlapping points in the PC1 scatterplot, each point’s *x*-axis position randomly varies within a small range centered on the “Sex and Day”

DEGs between sexes within each age cluster by female and male bias at 3 days (Fig. 3). 

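At 3 days the genes higher in females were led by Yp1, Yp2 and Yp3, yolk proteins made by fat body and follicle cells, and by fit, which the fat body of fed females secretes to curb protein appetite. Genes higher in males were led by solo, which holds sister chromatids together in meiosis, and by the Y-linked sperm dynein kl-2, and included receptors of smell and taste and motor proteins of motile cilia. Genes of digestion, such as the amylases Amy-p and Amy-d, were higher in females. Yp1 (X, 10053811 to 10055498) had 16862 ± 8338 normalized reads (SD, n = 3) in females and 31.6 ± 12.4 (n = 3) in males, a log2 fold change of 8.92 (SE 0.67, adjusted p = 8.9e-07). The log2 fold change was 7.85 for Yp2 (X, 10050951 to 10052636, SE 0.62, adjusted p = 9.1e-07) and 7.38 for Yp3 (X, 13759546 to 13761547, SE 0.57, adjusted p = 8.9e-07). It was 6.48 for fit (3R, 21883924 to 21884454, SE 0.75, adjusted p = 0.0002). The meiotic gene solo (2L, 15061656 to 15072133) had 0.644 ± 0.579 normalized reads in females and 73.6 ± 56.6 in males, a log2 fold change of −5.31 (SE 0.73, adjusted p = 0.0012). For kl-2 (Y, 573088 to 664173) it was −5.13 (SE 1.07, adjusted p = 0.013). For RpL22-like, a ribosomal protein paralog of the testis, it was −4.87 (SE 0.86, adjusted p = 0.0052). Amy-p (2R, 17118636 to 17120303) had 272 ± 34.5 in females and 12.9 ± 1.21 in males (log2 fold change 4.29, SE 0.57, adjusted p = 0.00084). The trypsins betaTry and alphaTry changed by 6.19 (adjusted p = 0.034) and 5.92 (adjusted p = 0.023), and both calls were lost without replicate 1 of the 3-day males, betaTry's also without replicate 1 of the 3-day females. Of 102 calls on named genes in this comparison, 48 held whichever library was left out.

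Of 44 gustatory receptors 17 were lower in females, 23 when adjusted over the list alone, and the other 27 did not pass (camera adjusted p = 8.8e-08, adjusted p = 0.47 with an estimated correlation). The strongest was Gr93b (3R, 21842521 to 21843765), with 0.811 ± 1.4 in females and 52.4 ± 51.7 in males (log2 fold change −4.68, SE 0.99, adjusted p = 0.014). Of 51 ionotropic receptors, channels that detect odors and tastes, 10 were lower, 24 over the list alone (camera adjusted p = 7.1e-07, adjusted p = 0.49 with an estimated correlation), led by Ir52c (log2 fold change −4.13, SE 0.83, adjusted p = 0.011). Of 52 odorant receptors 10 were lower (camera adjusted p = 0.0047, adjusted p = 0.55 with an estimated correlation), such as Or69a with 7.52 ± 6.97 against 71.9 ± 17.9 (log2 fold change −3.77, SE 0.79, adjusted p = 0.013). Over the list alone 12 odorant receptors were lower and 1 was higher. Of 21 genes of cilium motility 10 were lower, 13 over the list alone (camera adjusted p = 7.1e-07, adjusted p = 0.36 with an estimated correlation), among them Dnai2, a dynein intermediate chain (log2 fold change −3.11, SE 0.73, adjusted p = 0.022), a call lost without replicate 1 of the 3-day females or replicate 1 of the 3-day males. Of 41 ciliogenesis genes 7 were lower, 8 over the list alone, among them the dynein btv, which hearing organs need (log2 fold change −2.41, SE 0.48, adjusted p = 0.01), and this list did not pass (camera adjusted p = 0.11). Background in replicates 1 to 3 was 0, 1.75 and 2.43 in 3-day females and 11.65, 5.75 and 6.39 in 3-day males.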

Of the 2012 DEGs (adjusted *p* < 0.1), 646 were female-biased and 1302 were male-biased at 3 days, while the 7-day and 14-day gene expression patterns are similar between the two sexes. 

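Few genes separated the sexes at 7 days, and most of these were the yolk proteins Yp1, Yp2 and Yp3, the satiety gene fit, and Obp99a, a secreted odorant-binding protein of the fat body. At 14 days the same genes were joined by Nplp2, a neuropeptide precursor, by TotA, a humoral factor induced by stress, and, higher in males, by dyneins of the Y chromosome. At 7 days Yp3 had 15034 ± 12693 normalized reads in females (SD, n = 2) and 32 ± 17.1 in males (n = 3), a log2 fold change of 8.65 (SE 0.63, adjusted p = 8.2e-07). Yp1 changed by 9.57 (SE 0.74, adjusted p = 1.1e-06), Yp2 by 8.54 (SE 0.69, adjusted p = 1.4e-06), fit by 7.21 (SE 0.83, adjusted p = 0.00021) and Obp99a (3R, 29671657 to 29672334) by 3.70 (SE 0.41, adjusted p = 0.00012). CG31465, a gene of unknown function beside fit (3R, 21880810 to 21883990), changed by 3.51 (SE 0.61, adjusted p = 0.038), a call lost without any of 4 libraries. Higher in males was Cyp4d2, a cytochrome P450 (X, 2176006 to 2178728), with 116.9 ± 7.19 in females and 322.7 ± 17.4 in males (log2 fold change −1.46, SE 0.27, adjusted p = 0.069), a call lost without any of 9 libraries.

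At 14 days Yp3 had 36376 ± 7269 in females (n = 2) and 50 ± 43.2 in males (n = 3), a log2 fold change of 9.81 (SE 0.63, adjusted p = 1e-07). The satiety gene changed by 8.61 (SE 0.83, adjusted p = 1.5e-05). Nplp2 (3L, 13356376 to 13357223) had 8925 ± 1955 against 325.8 ± 98.6 (log2 fold change 4.80, SE 0.57, adjusted p = 0.00023). TotA (3R, 20871036 to 20871700) had 851.9 ± 251.5 against 111.3 ± 35.1 (log2 fold change 2.94, SE 0.43, adjusted p = 0.0035). Obp99c had 1790 ± 171.1 against 489.5 ± 99.6 (1.88, SE 0.29, adjusted p = 0.0055), and the calls on TotA and Obp99c were lost without replicate 2 of the 14-day females. CG34227, of unknown function (2R, 11248126 to 11248610), had 25.5 ± 9.54 in females and 885.6 ± 313.6 in males (log2 fold change −5.06, SE 0.64, adjusted p = 0.00053). Of 8 genes in the list of Y-linked fertility genes, 1 of which (CG41561) the annotation puts on 3CEN, 5 were lower in females, 8 over the list alone (camera adjusted p = 4.4e-17, adjusted p = 0.047 with an estimated correlation). The dynein kl-2 had 0 in both females and 196.8 ± 87.5 in males (adjusted p = 0.0067), a call lost without either of the 14-day females. The dynein kl-5 changed by −5.68 (SE 1.01, adjusted p = 0.017), a call lost without replicate 2 of those females or of the 14-day males.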

Only 64 DEGs were female-biased and 18 were male-biased at 7 days, while only 73 DEGs were female-biased and 14 were male-biased at 14 days. 

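The genes higher in females at every age were the yolk proteins Yp1, Yp2 and Yp3, fit, Obp99a and CG31465, a set marked by products of the female fat body. Paics, an enzyme of purine synthesis, and Idgf6, a growth factor of the chitinase family, passed at 3 and 14 days and not at 7. The first 6 genes passed the adjusted threshold at 3, 7 and 14 days (24 genes in DESeq2), and 68 passed the unadjusted one, 58 of them higher in females. Obp99a had 828.7 ± 314.1 normalized reads (SD, n = 3) in females and 85.5 ± 21.3 (n = 3) in males at 3 days, a log2 fold change of 3.23 (SE 0.36, adjusted p = 0.00018). Its log2 fold change was 5.25 (SE 0.41, adjusted p = 5.2e-07) at 14 days. Paics (X, 12757036 to 12760617) changed by 1.49 at 3 days (SE 0.26, adjusted p = 0.005), 1.23 at 7 days (SE 0.29, adjusted p = 0.35) and 1.34 at 14 days (SE 0.29, adjusted p = 0.067). Idgf6 (2R, 16691022 to 16693751) changed by 1.83 (SE 0.35, adjusted p = 0.0085), 1.13 (SE 0.39, adjusted p = 0.58) and 1.92 (SE 0.39, adjusted p = 0.052) at these ages. CG2233, of unknown function (X, 8035741 to 8037517), changed by 3.29 (SE 0.40, adjusted p = 0.00033), 2.30 (SE 0.44, adjusted p = 0.1) and 3.35 (SE 0.44, adjusted p = 0.00093). Paics, Idgf6 and CG2233 were chosen after their values were seen. Of 1422 genes that passed in at least 1 comparison between sexes, 256 had higher and 201 lower means in females at all 3 ages.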

A subset of 427 genes were consistently upregulated and 203 genes were consistently downregulated in females (Fig. 3B, Figure S5). GO analysis on a heavily female-biased cluster (LFCs between − 0.05 and 9.5) of 44 genes (Fig. 3A, B, indicated by arrows) highlighted biological functions related to defense response. 

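Genes of immune defense were higher in females at 3 days, above all the Bomanins, short peptides secreted by the fat body under Toll signaling, and Dso1, another immune-induced peptide. Genes of yolk and fat body were higher as well, and digestive enzymes changed with them. Of 40 tested antimicrobial and immune-induced genes 13 were higher in 3-day females and 2 were lower, or 19 and 2 when adjusted over the list alone (camera adjusted p = 2.3e-10, adjusted p = 0.34 with an estimated correlation). BomT3 had 588.5 ± 206 normalized reads (SD, n = 3) in females and 139.3 ± 51.9 (n = 3) in males, a log2 fold change of 2.09 (SE 0.34, adjusted p = 0.005). BomS3 had 336.1 ± 145.3 against 63 ± 8.29 (log2 fold change 2.30, SE 0.38, adjusted p = 0.005). BomT2 had 216.5 ± 140 against 19 ± 5.31 (3.23, SE 0.58, adjusted p = 0.006) and Dso1 had 330.3 ± 166.5 against 54.3 ± 16.9 (2.5, SE 0.47, adjusted p = 0.0073). At 7 days 7 of the immune genes were higher at the unadjusted p and the list passed (camera adjusted p = 0.0021, adjusted p = 0.67 with an estimated correlation). At 14 days 3 were higher, or 11 higher and 2 lower over the list alone (camera adjusted p = 2e-05, adjusted p = 0.82 with an estimated correlation). These 3 included IM33, an immune-induced peptide (log2 fold change 2.36, SE 0.41, adjusted p = 0.013), whose call was lost without either of the 14-day females. Of 22 yolk and fat body genes 9 were higher in 3-day females, or 11 higher and 2 lower over the list alone (camera adjusted p = 1.6e-07, adjusted p = 0.34 with an estimated correlation). Of 44 digestive enzymes 19 were higher and 4 lower, or 21 and 6 over the list alone (camera adjusted p = 2.6e-09, adjusted p = 0.34 with an estimated correlation). Among these were Jon25Bi, a serine protease, with 1665 ± 793.6 against 32.7 ± 18.6 (log2 fold change 5.69, SE 0.91, adjusted p = 0.0046). Mal-A1, a maltase, had 582.9 ± 440 against 24.2 ± 6.05 (log2 fold change 4.32, SE 0.69, adjusted p = 0.0046).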

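Genes on the X chromosome were more often higher in females than autosomal genes at each age. Males carry 1 X chromosome, whose transcription the dosage compensation complex raises, while females carry 2. X-linked genes were under-represented among those lower in females. At 3 days 202 of 916 genes higher in females at an unadjusted p of 0.05 were X-linked (22.1% against 15.9% of tested genes, odds ratio 1.56, adjusted p = 9.6e-07, Fisher's exact test over 19 sets). At 7 days 287 of 551 were X-linked (52.1%, odds ratio 6.57, adjusted p = 5.5e-90). The odds ratio at 7 days was 2.17 without replicate 2 of the 7-day females, 13.78 without their replicate 1, 3.38 without replicate 3 of the 7-day males, and 2.21 without replicate 2 of the 7-day females and replicate 1 of the 14-day males. At 14 days 154 of 552 were X-linked (27.9%, odds ratio 2.14, adjusted p = 1.3e-12). Of genes lower in females, X-linked genes made up 193 of 1983 at 3 days (odds ratio 0.53, adjusted p = 7.6e-17), 43 of 387 at 7 days (0.65, adjusted p = 0.014) and 4 of 335 at 14 days (0.06, adjusted p = 3.4e-19). The median log2 fold change of X-linked genes was −0.005 at 3 days, 0.363 at 7 days and 0.226 at 14 days, and that of autosomal genes −0.153, 0.049 and −0.211.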

The X-chromosomal genes were overrepresented in DEGs (*p* < 0.05) upregulated in females at 7 days (358 genes, *p* < 0.05) and 14 days, but not at 3 days (149 genes, *p* < 0.05; Fig. 3C). Analysis of X-chromosome enrichment was therefore only conducted on 7- and 14-day genes: GO analysis at 7 days revealed five major functional categories when considering a background of all detected annotated genes (g:GOSt adjusted *p* < 0.05 driver terms; regulation of biological process, cellular developmental process, epithelium development, anatomical structure morphogenesis) and two major categories when limiting the background to only the X chromosome (g:GOSt adjusted *p* < 0.05 driver terms; regulation of nucleobase-containing compound metabolic process, cellular developmental process). There was no significant functional enrichment at 14 days or among the 27 genes that overlap between the two ages.

**Fig. 3:**
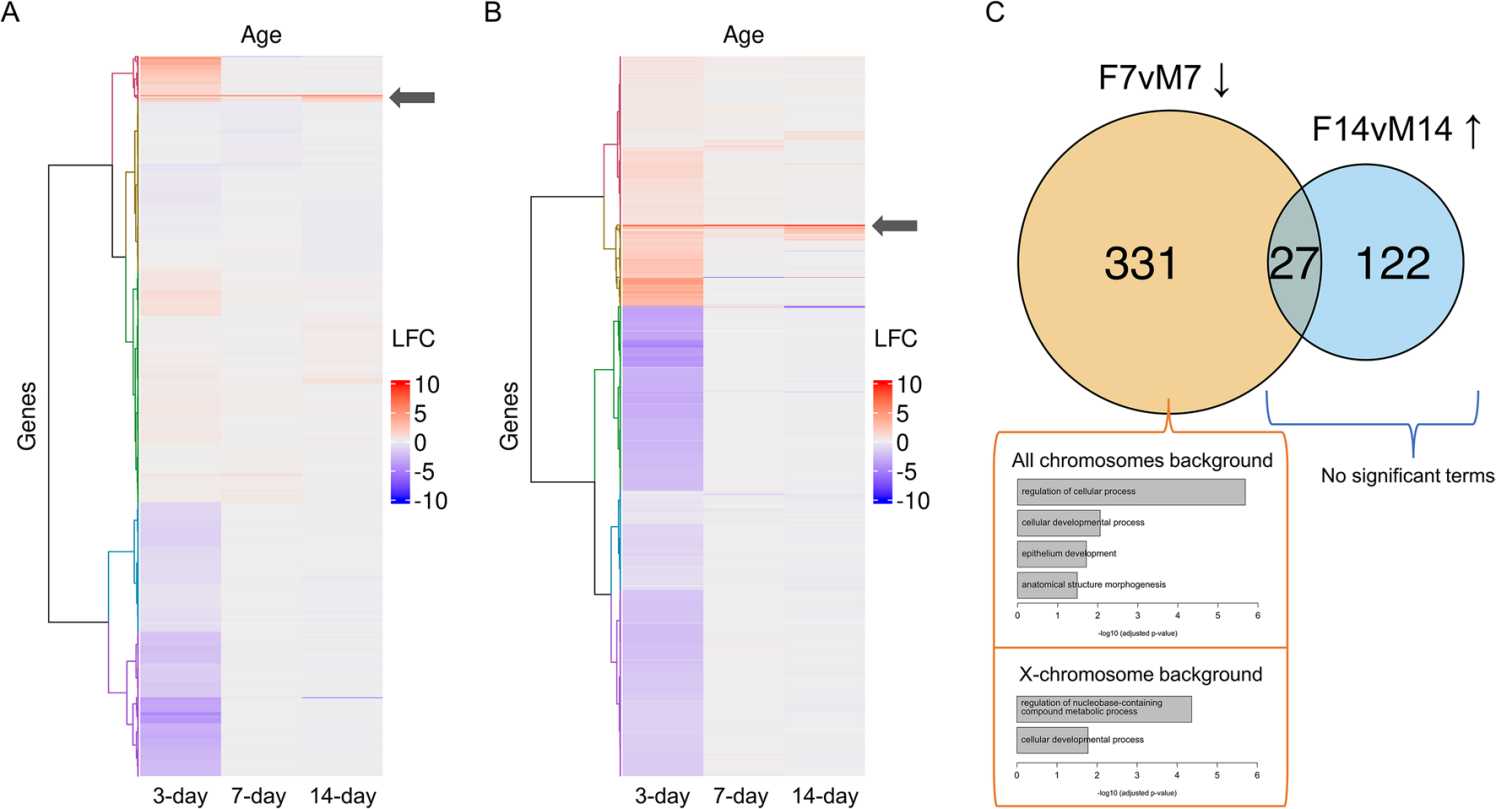
The greatest log2(fold-changes) (LFCs) between sexes are at 3 days, and female-biased genes at 7 and 14 days are overrepresented on the X chromosome. Hierarchically clustered heatmaps show genes differentially expressed between sexes at any age, **A** without FDR control (*p* < 0.05; *n* = 6698) and **B** with FDR control (adjusted *p* < 0.1; *n* = 2012), while the **C** Venn diagram quantifies X-chromosomal differentially expressed genes (*p* < 0.05) and Gene Ontology enrichment of comparisons with significant X-chromosome enrichment. Ward’s method was applied to determine clusters. Blue heatmap cells represent downregulation in females compared to males while red represents upregulation in females. Only female-biased genes at 7 days exhibited enriched GO terms (adjusted *p* < 0.05); driver terms as determined by g:Profiler are listed in the bar plots by decreasing significance, analyzed against a background of all detected annotated genes or a background limited to the X chromosome

GO terms enriched by DEGs between sexes at each age (DEGs *p* < 0.05; GO adjusted *p* < 0.05), separated by up- or downregulation in females, are presented in Fig. 4. Clusters of semantically similar GO terms are indicated by colors and symbols (Figure S3, Table S1). Genes upregulated in females at all ages enrich more terms, which more consistently belong to the same clusters. For example, females’ upregulated DEGs enriched terms related to responses to stimuli across all three ages (Fig. 4A, C, E). 

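Some genes of 3 lists were higher in females at 3 days: odorant-binding proteins, which carry odors and other small molecules outside cells, clock genes, which set daily rhythms, and genes of glia, the support cells of neurons. Without any of their genes passing as higher, the list of light detection in photoreceptors was higher at 3 and 7 days, and that of chaperones, which refold proteins under heat and other stress, at 3 and 14 days. Of 42 odorant-binding proteins 6 were higher and 3 lower in 3-day females, or 6 and 4 over the list alone (camera adjusted p = 0.038, adjusted p = 0.64 with an estimated correlation). This list call was lost without replicate 2 of the 3-day females (0.23) or replicate 1 of the 3-day males (0.098) or of the 14-day males (0.053). Obp56e changed by 4.36 (SE 1.09, adjusted p = 0.027), a call lost without replicate 1 of the 3-day males. Of 22 clock genes 3 were higher, among them tim, a light-sensitive repressor (log2 fold change 1.29, SE 0.41, adjusted p = 0.068). The clock list passed (camera adjusted p = 0.021, adjusted p = 0.47 with an estimated correlation), but not without replicate 1 of the 3-day females (0.053). The call on tim was lost without any of 4 libraries. Of 21 glial genes 3 were higher, 6 over the list alone (camera adjusted p = 0.00014, adjusted p = 0.34 with an estimated correlation), among them the glutamate transporter Eaat1 (log2 fold change 1.09, SE 0.36, adjusted p = 0.079), a call lost without any of 6 libraries. At 3 days the phototransduction list was higher by a median of 0.48 relative to all genes (camera adjusted p = 0.0044, adjusted p = 0.59 with an estimated correlation), with 0 of 43 genes higher and 1 lower, a call lost without replicate 1 of the 3-day females (0.16) or replicate 3 of the 3-day males (0.071). The chaperone list was higher by 0.33 (camera adjusted p = 0.021, adjusted p = 0.55 with an estimated correlation), with 0 of 33 genes higher and 1 lower, a call lost without replicate 3 of the 3-day females (0.061) or replicate 1 of the 3-day males (0.19). At 7 days the phototransduction list was higher (camera adjusted p = 5.3e-06, adjusted p = 0.54 with an estimated correlation), with 0 of 43 genes higher, 1 over the list alone and 11 at the unadjusted p. At 14 days the chaperone list was higher (camera adjusted p = 3.8e-07, adjusted p = 0.32 with an estimated correlation). Of its 33 genes 0 were higher, and 15 over the list alone, such as CCT1, a subunit of the chaperonin that folds actin and tubulin (log2 fold change 1.29, SE 0.31, adjusted p = 0.15). The median of the chaperone list was 212 and 373 in the 14-day females, replicates 2 and 3. CCT1 was chosen after its values were seen.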

The most significantly enriched GO term was translation, enriched by downregulated DEGs in females at 7 days (Fig. 4D). 

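Ribosomal proteins of the cytosol and of mitochondria, the machinery that makes protein, were lower in 7-day females than in 7-day males. Genes of oxidative phosphorylation, the mitochondrial complexes that make ATP, were lower with them. The changes were small in each gene, and none passed alone. The result rests on the lists at the preset correlation, and none of these lists passed with the correlation estimated from the data. The list of 72 mitochondrial ribosomal proteins was lower (median log2 fold change −0.72 relative to all genes, camera adjusted p = 2.5e-24, adjusted p = 0.29 with an estimated correlation), with 18 genes lower over the list alone and 25 at the unadjusted p. Among them mRpL47 (3R, 9514822 to 9515908) changed by −0.89 (SE 0.26, adjusted p = 0.48). The list of 83 cytosolic ribosomal proteins was lower by a median of −0.63 (camera adjusted p = 1.1e-23, adjusted p = 0.41 with an estimated correlation), with 8 lower over the list alone and 31 at the unadjusted p. This list call was lost without replicate 2 of the 7-day females (median −0.06, 0.34) and without that library and replicate 1 of the 14-day males (0.37). RpL29 (2R, 21293768 to 21294404) changed by −1.13 (SE 0.30, adjusted p = 0.42). Of 85 oxidative phosphorylation genes 26 were lower over the list alone and 33 at the unadjusted p (median −0.73, camera adjusted p = 1.2e-22, adjusted p = 0.29 with an estimated correlation). ND-B14.7, a subunit of complex I (2R, 21025078 to 21026086), changed by −1.11 (SE 0.30, adjusted p = 0.43). The genes mRpL47, RpL29 and ND-B14.7 were chosen after their values were seen. At 14 days cytosolic ribosomal proteins were instead higher in females (median 0.34, camera adjusted p = 1.4e-05, adjusted p = 0.82 with an estimated correlation). That list call was lost without replicate 3 of the 14-day females (0.078) or replicate 1 of the 14-day males (0.089).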

Regulation of nucleobase-containing compound metabolic process was the term most significantly enriched by upregulated genes in 7-day females (Fig. 4C).

**Fig. 4:**
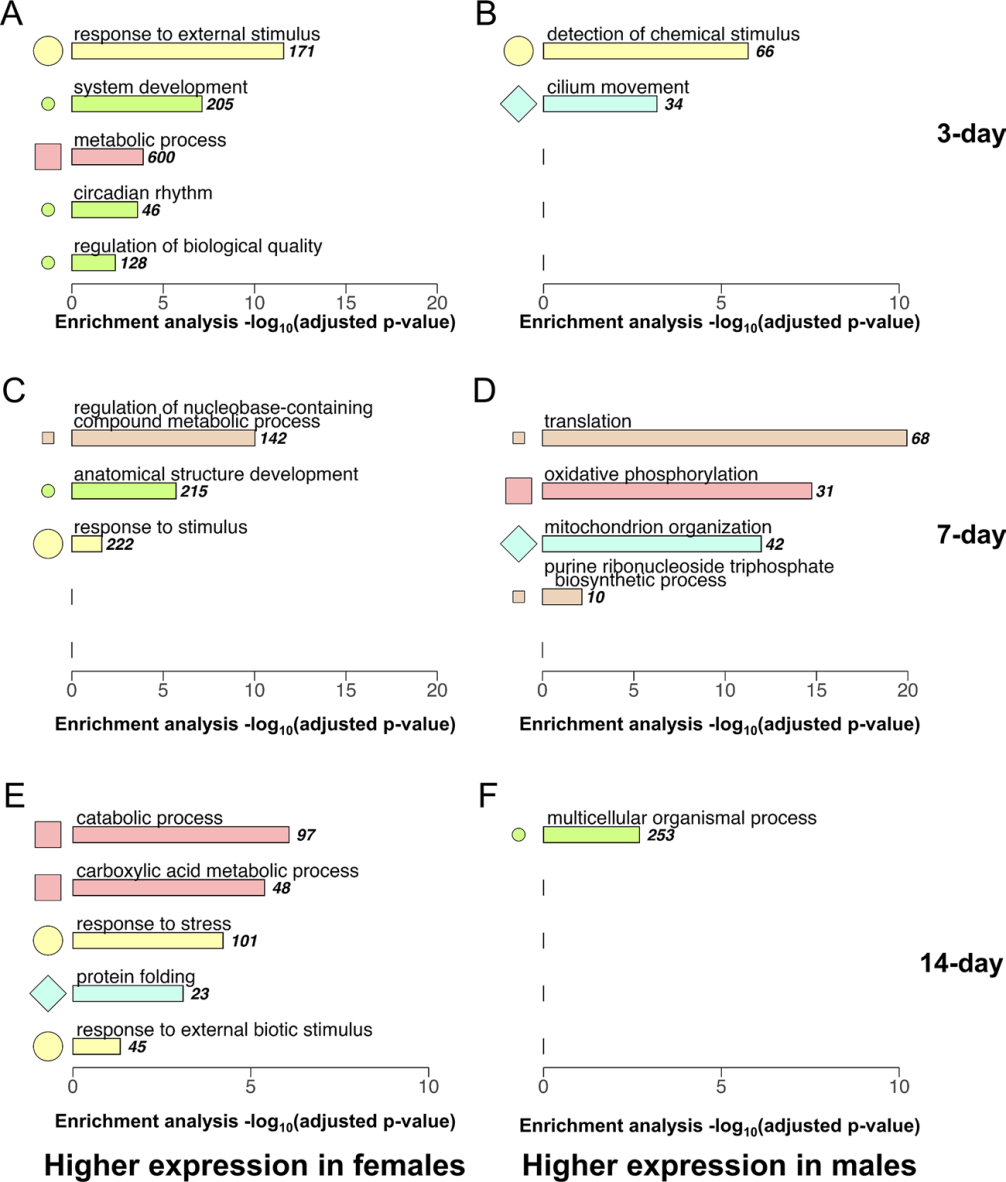
Gene ontology (GO) enrichment for differentially expressed genes (*p* < 0.05) in female vs. male flies aged (**A**, **B**) 3, (**C, D**) 7, and (**E**, **F**) 14 days. The top five significant driver GO terms (adjusted *p* < 0.05) as determined by g:Profiler are listed in decreasing significance for each gene set, with varying *x*-axis scales associated with -log_10_(adjusted *p*-values) from GO enrichment analysis. Each color and symbol represent a cluster determined by hierarchical clustering (Figure S3, Table S1) on pairwise Wang semantic similarity measures (*k* = 9). For example, “response to external stimulus” and “detection of chemical stimulus” are both in the yellow/large circle cluster and are therefore semantically similar, but “system development” is in the green/small circle cluster and is therefore not semantically similar to either yellow/large circle cluster term. The number of DEGs that enrich each GO term is displayed to the right; DEGs may enrich multiple terms in the same panel and not all DEGs enrich terms

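Most differences between the sexes lay at 3 days, where some yolk, immune and digestive genes were higher in females and some gustatory receptors and testis-enriched genes in males. Higher in females were 9 of 22 yolk and fat body genes (camera adjusted p = 1.6e-07, adjusted p = 0.34 with an estimated correlation), 13 of 40 immune genes with 2 lower (camera adjusted p = 2.3e-10, 0.34 estimated) and 19 of 44 digestive enzymes with 4 lower (camera adjusted p = 2.6e-09, 0.34 estimated). Lower were 17 of 44 gustatory receptors (camera adjusted p = 8.8e-08, 0.47 estimated) and 9 of 41 testis-enriched genes (camera adjusted p = 6e-06, 0.52 estimated). At 7 days Yp1, Yp2, Yp3, fit, Obp99a, CG31465 and Cyp4d2 passed. At 3 days 379 DEGs were higher in females and 1038 in males (1417 in all, 2899 at the unadjusted p), against 1948 in DESeq2 and 1223 in edgeR. The 3-day count of 1417 was 352 without replicate 1 of the 3-day females, 258 without replicate 1 of the 3-day males, 879 without their replicate 2, 942 without their replicate 3, and 2388 without replicate 3 of the 3-day females. It was 23 with the background level as a covariate, 313 with quantile normalization, 865 with a pseudocount of 5 and 3506 with array weights. With that covariate 12 genes passed at 7 days, and the large excess at 3 days over 7 days was not seen. The background itself differed between the sexes at 3 days, so this cannot show whether the excess stems from it. At 7 days 7 genes passed, the 7 named here (938 at the unadjusted p, 82 adjusted in DESeq2, 8 in edgeR), and 40 passed without replicate 2 of the 7-day females. At 14 days 41 passed, 34 higher in females, such as Nplp2, and 7 in males, such as the dynein kl-5 (887 at the unadjusted p, 87 adjusted in DESeq2, 48 in edgeR). The 14-day count was 14 and 12 without replicates 2 and 3 of the 14-day females and 22 without replicate 2 of the 14-day males. Without replicate 2 of the 7-day females and replicate 1 of the 14-day males the counts were 2517, 251 and 49 at 3, 7 and 14 days.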

Female vs. male comparisons revealed the most DEGs at 3 days (3218, *p* < 0.05; 1948, adjusted *p* < 0.1), compared to the 7-day (1141, *p* < 0.05; 82, adjusted *p* < 0.1) and 14-day flies (1231, *p* < 0.05; 87, adjusted *p* < 0.1). 

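The yolk proteins Yp1, Yp2 and Yp3, fit and Obp99a, products of the fat body, separated the sexes at every age. The 7- and 14-day comparisons shared 6 DEGs, which are these 5 genes and CG31465 (26 in DESeq2). The 3- and 7-day comparisons shared 7, the same 6 genes and the cytochrome P450 Cyp4d2 (46 in DESeq2). The 3- and 14-day comparisons shared 36, which included Nplp2, the neuropeptide precursor (57 in DESeq2). At the unadjusted p the numbers shared were 96 for 7 and 14 days, 253 for 3 and 7 days and 255 for 3 and 14 days.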

The fewest between-sex DEGs were shared by 7-day and 14-day flies (Fig. 5A, D). 

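Between 3 and 7 days females gained transcripts of receptors and of the sensory cilium, such as the ionotropic receptor Ir54a and the cilium dynein Dhc62B, and of the developmental regulator prd. They lost transcripts of light detection, such as Gbeta76C, a G protein subunit of photoreceptors, and of glia and muscle, such as Gat, a GABA transporter, and Act79B, a muscle actin. Between 7 and 14 days, with 2 libraries at each age, no gene passed alone, and the lists of synaptic and of phototransduction genes were lower. Ir54a (2R, 17744101 to 17746005) rose from 2.16 ± 3.74 normalized reads (SD, n = 3) at 3 days to 78.9 ± 15.9 (n = 2) at 7 days, a log2 fold change of 5.34 (SE 0.92, adjusted p = 0.025). The regulator prd rose from 2.92 ± 5.06 to 92.8 ± 54.8 (5.32, SE 1.01, adjusted p = 0.025) and Dhc62B from 17.2 ± 12.6 to 229.4 ± 147 (3.88, SE 0.84, adjusted p = 0.03). Gbeta76C (3L, 19687637 to 19689992) fell from 925.3 ± 320.1 to 182.2 ± 62.6 (−2.32, SE 0.59, adjusted p = 0.041). So did Gat from 1312 ± 859.2 to 338 ± 102.4 (−1.77, SE 0.40, adjusted p = 0.032) and Act79B from 925.6 ± 500.6 to 218.3 ± 66.3 (−1.93, SE 0.41, adjusted p = 0.029). None of 96 calls on named genes in this comparison, Ir54a to Act79B included, held without replicate 2 of the 7-day females.

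From 3 to 7 days 863 genes rose and 92 fell (955 in all, 2450 at the unadjusted p, 1767 adjusted in DESeq2). The 955 DEGs became 0 without replicate 2 of the 7-day females (891 at the unadjusted p), 1777 without their replicate 1, 184 without replicate 1 of the 3-day females, and 636 and 634 without replicates 2 and 3 of the 14-day females. They became 0 with the background level as a covariate, with quantile normalization or with only the groups compared, 558 with a replicate block, 394 with a pseudocount of 5 and 614 with a mean of at least 20. From 7 to 14 days limma, DESeq2 and edgeR each called 0 genes at the adjusted p and 275, 486 and 261 at the unadjusted p, in a comparison the simulations for recovery did not cover. Over this week the synaptic list was lower by a median of −0.67 relative to all genes (camera adjusted p = 7.3e-12, adjusted p = 0.38 with an estimated correlation) and the phototransduction list by −0.64 (camera adjusted p = 1e-07, adjusted p = 0.36 with an estimated correlation). Both list calls were lost without replicate 3 of the 14-day females (0.097 and 0.4). From 3 to 14 days 2126 genes rose and 574 fell (2700 in all, 3148 in DESeq2), with 9 left without replicate 3 of the 14-day females, 1267 without their replicate 2 and 1358 without replicate 1 of the 3-day females, 0 with the background level as a covariate, 462 with quantile normalization and 4912 with array weights. Without replicate 2 of the 7-day females and replicate 1 of the 14-day males the counts were 1, 2 and 4179. The 3-to-7-day and 3-to-14-day comparisons shared 2091 genes at the unadjusted p, 1828 rising, such as Ir54a, and 263 falling, such as Gbeta76C, where 749.9 would be shared if the comparisons were independent and 112 in simulations without any change, which share the 3-day libraries. These simulations drew each gene on its own, without shifts common to many genes of a library.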

In females, F3v7 and F3v14 have more DEGs than F7v14 (Fig. 5B, E), and the greatest overlap (*p* < 0.05: 2418) among age comparisons. Per this trend, 7-day females exhibit fewer differences in gene expression as they age, and younger (3-day) females show critical differences in gene activity compared to the other ages (Fig. 5B, E). In males, there are more M3v14 and M7v14 DEGs than M3v7, with the greatest DEG overlap among all male age comparisons (2926, *p* < 0.05; Fig. 5C, F). This temporal shift in the gene expression difference is highlighted by the high number of DEGs shared between F3v7 and M7v14 (29.8%, 1810 out of 6084, *p* < 0.05; Fig. 5G), with most DEGs downregulated (1712, *p* < 0.05; Fig. 5H). Both sexes show consistent results with FDR adjustment (*p* < 0.05; Fig. 5A–F).

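From 3 to 7 days males lost transcripts of the eye, such as retinin, a protein of the corneal lens, and chp, an adhesion protein of photoreceptors, and of Nplp3, a neuropeptide-like precursor. They gained the amylase Amy-p. From 7 to 14 days some receptors and channels of sensory neurons rose, such as ppk3, a sodium channel, and Ir7a, an ionotropic receptor of taste neurons. Some genes of ATP synthesis fell, such as ATPsynbeta, the catalytic subunit. Nplp3 (3L, 16318024 to 16318690) fell from 790.4 ± 181.9 normalized reads (SD, n = 3) at 3 days to 101.1 ± 32.3 (n = 3) at 7 days, a log2 fold change of −2.98 (SE 0.39, adjusted p = 0.006). The lens protein gene retinin (3L, 16331933 to 16332789) fell from 388.4 ± 91.3 to 41.4 ± 30.9 (−3.45, SE 0.52, adjusted p = 0.013). The adhesion gene chp (3R, 31204180 to 31210730) fell from 1136 ± 332.5 to 155.5 ± 83 (−2.95, SE 0.44, adjusted p = 0.013). Both calls were lost without replicate 1 or 2 of the 3-day males. Amy-p rose to 195.4 ± 105.4 (3.62, SE 0.57, adjusted p = 0.016), a call lost without any of 4 libraries. The channel gene ppk3 (2R, 23538631 to 23540773) rose from 11 ± 14 to 166.8 ± 134.3 (4.29, SE 1.03, adjusted p = 0.076). Ir7a (X, 7764982 to 7766826) rose from 22.8 ± 21.2 to 126.8 ± 66.5 (3.43, SE 0.98, adjusted p = 0.076). ATPsynbeta fell from 6339 ± 1220 to 2342 ± 1143 (−1.57, SE 0.39, adjusted p = 0.076). None of 131 calls on named genes in this comparison, these 3 included, held without replicate 1 or 2 of the 14-day males or replicate 1 or 2 of the 7-day males.

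From 3 to 7 days 24 genes passed, 5 rising and 19 falling (373 at the unadjusted p, 47 adjusted in DESeq2, 14 in edgeR). The count of 24 was 1 without replicate 1 or 2 of the 3-day males, 9 without their replicate 3, and 5 without replicate 1 or 3 of the 7-day males. From 7 to 14 days 1825 rose and 814 fell (2639 in all, 4333 at the unadjusted p, 3487 adjusted in DESeq2, 0 in edgeR with 3634 at its unadjusted p). The 2639 DEGs became 0 without replicate 1 of the 14-day males (1490 at the unadjusted p) or replicate 1 (1994) or 2 of the 7-day males, 1 without replicate 2 of the 14-day males, 5308 without their replicate 3, and 1331 and 1271 without replicates 2 and 3 of the 14-day females. They became 0 with a replicate block or the background level as a covariate, 1 with only the groups compared or array weights, and 1325 with quantile normalization. From 3 to 14 days 758 rose and 676 fell (1434 in all, 3755 at the unadjusted p, 3321 adjusted in DESeq2, 76 in edgeR). The 1434 DEGs became 15 without replicate 1 or 2 of the 14-day males, 4280 without their replicate 3, 7 and 34 without replicates 2 and 3 of the 3-day males, 211 without replicate 2 of the 7-day males, and 161 and 148 without replicates 2 and 3 of the 14-day females. They became 157 with a replicate block, 43 with only the groups compared, 13 with array weights, 7 with the background level as a covariate, 615 with quantile normalization, and 801 and 2821 with pseudocounts of 0.5 and 5. Without replicate 2 of the 7-day females and replicate 1 of the 14-day males the counts were 33, 0 (1667 at the unadjusted p) and 21. The 7-to-14-day and 3-to-14-day comparisons shared 2426 genes at the unadjusted p, 1481 rising and 939 falling in both, where 1307.1 would be shared if they were independent and 141 in simulations without any change. These simulations drew each gene on its own, without shifts common to many genes of a library. Mlc2, a muscle myosin light chain (3R, 30171438 to 30174551), fell from 2665 ± 1510 at 3 days to 390.7 ± 123.1 at 14 days (−2.68, SE 0.41, adjusted p = 0.008). Nplp3 was still low at 14 days, with 88.6 ± 42.9 (−3.24, SE 0.39, adjusted p = 0.0019).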

**Fig. 5:**
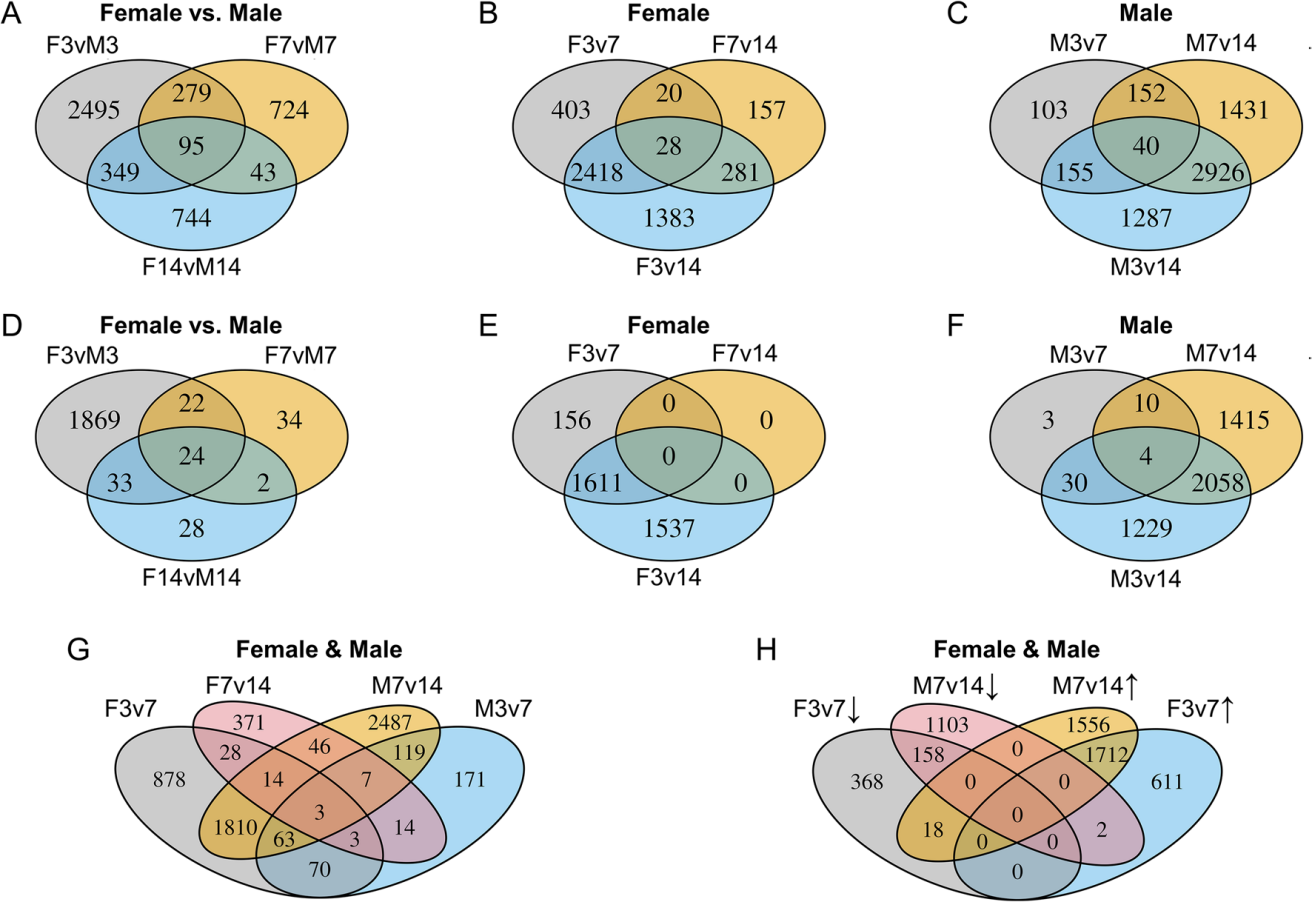
The numbers of DEGs from each pairwise comparison **A**, **D** between sexes within each age group, and **B, C**, **E**, **F** between age groups within each sex, **D**, **F** with FDR control (adjusted *p* < 0.1) and **A**, **C**, **G**, **H** without (*p* < 0.05). **G** 29.8% (1890 of 6084 DEGs) of DEGs were identified in both F3v7 and M7v14 comparisons, **H** among which 1712 are upregulated in the older flies (F7 and M14) for each sex

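The genes that rose in females between 3 and 7 days and in males between 7 and 14 days included receptors and parts of cilia, among them Gr5a, the trehalose taste receptor, and btv, a cilium dynein of hearing neurons. The genes that fell in both included some of mitochondrial ATP production, such as ATPsynO, a stalk subunit of ATP synthase. At the unadjusted p 1589 genes changed in both comparisons, where 852.8 would if they were independent and 61.5 did on average in simulations without any change, and 542 did at the adjusted p. The simulations drew each gene on its own, without shifts common to many genes of a library. They therefore cannot show whether such shifts gave the overlap. Gr5a changed by 4.06 in females (SE 0.84, adjusted p = 0.029) and 2.93 in males (SE 0.75, adjusted p = 0.076), and its male values went from 10.1 ± 8.8 normalized reads (SD, n = 3) to 80.3 ± 53.8 (n = 3). The female call on Gr5a was lost without replicate 2 of the 7-day females, and the male call without replicate 1 or 2 of the 14-day or of the 7-day males. The fold changes of the shared genes correlated with r = 0.84 (0.743 over all genes, 0.005 in the simulations). Of the 1589 genes 259 were X-linked (16.3%, odds ratio 1.04, adjusted p = 0.75, Fisher's exact test). The 1589 genes became 525 without replicate 2 of the 7-day females, 731 without replicate 1 of the 14-day males, 756 without replicate 1 of the 7-day males, and 302 without the first 2 of these libraries (r = 0.85). They became 28 with the background level as a covariate, 634 with quantile normalization and 807 with array weights. Some shared genes are themselves part of the background, so the count with that covariate cannot show the source of the overlap. From the genes shared by the 2 comparisons, their slopes and the similar functions of those that rose, the paper reasons that young males lag behind females in a shift of brain expression.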

The 1890 DEGs (*p* < 0.05) in both F3v7 and M7v14 were significantly correlated by LFC (Pearson’s correlation, *p* < 0.01; *r* = 0.57) and not significantly overrepresented on the X chromosome (Fisher’s exact test, *p* > 0.9). Of these, 1712 (91%) were upregulated in older flies of both sexes, and 158 (8%) were downregulated in both sexes (Fig. 5H). 

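Odorant, gustatory and ionotropic receptors, cilium proteins and factors of DNA replication were over-represented among the shared genes that rose, most of which are scarce in the brain. Genes of oxidative phosphorylation, glia and muscle were over-represented among the shared genes that fell. Most of the shared genes belong to none of these lists. Of the 1589 shared genes 1435 rose in both sexes and 144 fell in both. Of 51 ionotropic receptors 20 were among the risen genes (odds ratio 5.01, adjusted p = 1.1e-05, Fisher's exact test), of 44 gustatory receptors 17 (4.88, adjusted p = 5.4e-05) and of 52 odorant receptors 14 (2.85, adjusted p = 0.013). Cilium motility genes contributed 9 of 21 (5.79, adjusted p = 0.0026), genes of ciliogenesis 12 of 41 (3.19, adjusted p = 0.013) and genes of DNA replication and the cell cycle 14 of 53 (2.77, adjusted p = 0.014). Testis-enriched genes contributed 11 of 41 (2.83, adjusted p = 0.027). Of other scarce lists, eggshell genes contributed 6 of 18 (3.85, adjusted p = 0.058) and pickpocket channels 7 of 25 (2.99, adjusted p = 0.084). Cuticle proteins contributed 15 of 88 (1.58, adjusted p = 0.39) and seminal fluid genes 3 of 40 (0.62). The tests were not matched for level, so whether scarcity or function gave these shares was not tested. Of the fallen genes 28 of 85 oxidative phosphorylation genes were shared (51.86, adjusted p = 3.2e-32), 5 of 21 glial genes (27.63, adjusted p = 5.4e-05) and 3 of 27 muscle genes (10.89, adjusted p = 0.021). The median risen gene had 5.13 normalized reads in 3-day, 41.7 in 7-day and 50.2 in 14-day females, and 29.3, 22.6 and 103 in males of these ages. Of the risen genes 803 (56.0%) had a mean below 50, against 32.4% of all tested genes. The median fallen gene had 773, 429 and 429 in females and 704, 674 and 354 in males. The 1435 risen genes became 478 without replicate 2 of the 7-day females, 585 without replicate 1 of the 14-day males, 672 without replicate 1 of the 7-day males, and 242 without the first 2 of these. After rescaling on genes with a mean of at least 100 the risen genes became 1614 and the fallen genes 73. The risen genes became 16 with the background level as a covariate, 499 with quantile normalization and 669 with array weights. The 144 fallen genes became 10 with that covariate, 29 without replicate 2 of the 7-day females, 285 without their replicate 1, 77 without replicate 1 of the 7-day males, 75 without replicate 2 of the 3-day females, 228 without replicate 3 of the 14-day males, and 49 without replicate 2 of the 7-day females and replicate 1 of the 14-day males.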

Eighteen genes downregulated only in females enriched visual perception, and the two genes downregulated only in males were *Moca-cyp* and *Zw10* (Fig. S6).

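Of the genes of photoreceptors, 4 fell in females between 3 and 7 days and rose in males from 7 to 14 days at the unadjusted p.
These are Rh5 and Rh6, the blue and green opsins of the inner photoreceptors, trpl, a light-activated cation channel, and t, the hydrolase that releases histamine, the photoreceptor transmitter.
The phototransduction list as a whole did not pass in males from 7 to 14 days, with 9 of 43 genes rising and 1 falling, or 10 and 2 over the list alone (camera adjusted p = 0.28).
From 3 to 7 days 8 of them fell in males, 24 over the list alone (camera adjusted p = 2.6e-36, adjusted p = 0.05 with an estimated correlation).
In the other direction stood Moca-cyp, a cyclophilin.
Of the genes shared at the unadjusted p 9 fell in females from 3 to 7 days and rose in males from 7 to 14 days (Rh5, Rh6, trpl, t, the Bomanins BomS1 and BomS3, SmydA-8, CG17633 and CG6283). Moca-cyp alone rose in females and fell in males over these ages. In males the means of the 4 photoreceptor genes had already dropped from 3 to 7 days. They went from 268.9 to 51.4 for Rh5, 584.2 to 180.7 for Rh6, 1076 to 272.2 for trpl and 131.9 to 37.2 for t.
Rh5 fell in females from 319.8 ± 68 normalized reads (SD, n = 3) to 75.8 ± 37.1 (n = 2), a log2 fold change of −2.13 (SE 0.52, adjusted p = 0.038).
In males Rh5 rose from 51.4 ± 30.7 to 122.4 ± 50.9 (1.32, SE 0.47, adjusted p = 0.084).
Rh6 (3R, 15483158 to 15484699) fell from 606.8 ± 178.4 to 210.9 ± 113.3 (−1.58, SE 0.51, adjusted p = 0.093) and rose from 180.7 ± 106.8 to 487.1 ± 246.3 (1.53, SE 0.46, adjusted p = 0.076).
The hydrolase gene t, on the X chromosome, fell from 256.7 ± 121.5 to 88.6 ± 45 (−1.52, SE 0.50, adjusted p = 0.097) and rose from 37.2 ± 19.1 to 100.9 ± 28.4 (1.54, SE 0.45, adjusted p = 0.076).
The channel gene trpl (2R, 9753697 to 9765518) changed by −1.10 in females (SE 0.44, adjusted p = 0.17) and 0.98 in males (SE 0.39, adjusted p = 0.1).
Moca-cyp (3R, 28340334 to 28345169) changed by 0.74 in females (SE 0.31, adjusted p = 0.19) and fell in males from 804.6 ± 69 to 399 ± 175.4 (−1.10, SE 0.28, adjusted p = 0.076).
The adjusted call in females was lost without any of 3 libraries for Rh5 (replicate 1 of the 3-day and either of the 7-day females), any of 10 for Rh6 and any of 12 for t, and the calls on these genes and Moca-cyp in males without replicate 1 or 2 of the 14-day or of the 7-day males, that on Rh5 also without either of the 14-day females.
Zw10, a kinetochore protein, changed by −0.65 in males (SE 0.27, adjusted p = 0.11) and by 0.63 in females (SE 0.30, adjusted p = 0.27).

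**Figure D1:**
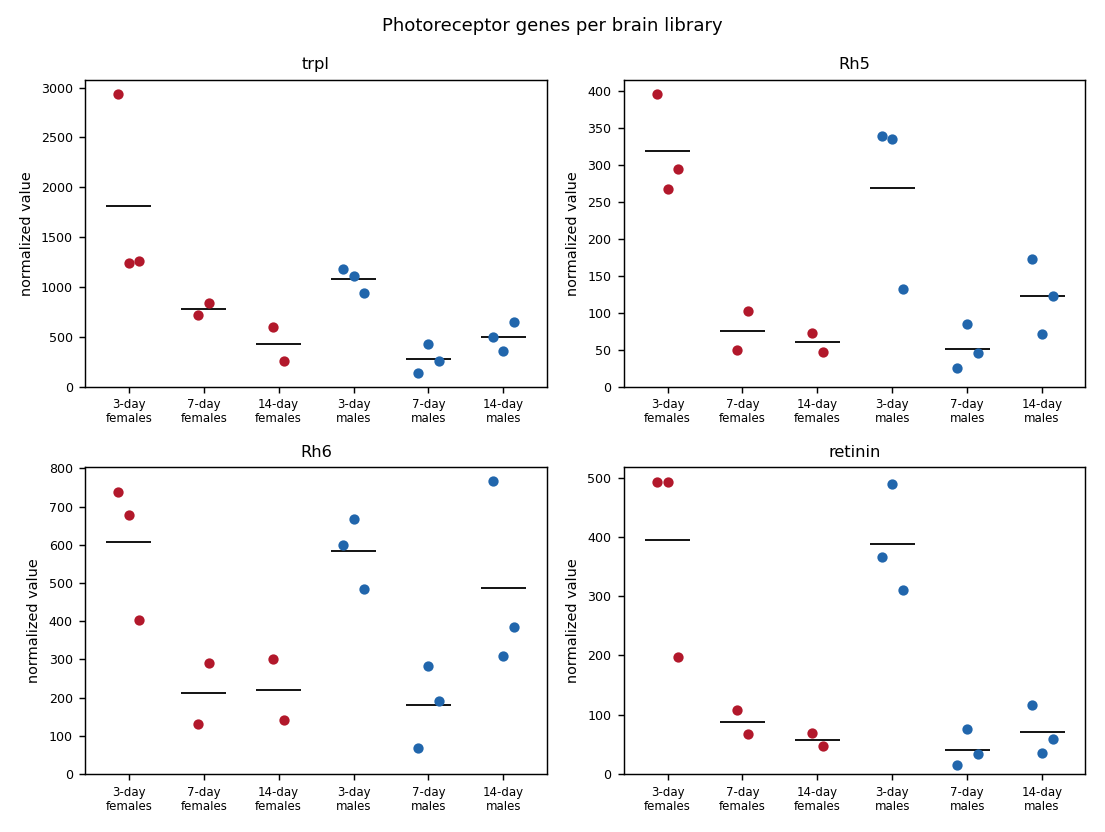
Normalized reads of trpl, Rh5, Rh6 and retinin in each library. Each panel shows 1 gene, with groups by sex and age along the horizontal axis. Points are libraries (red, females; blue, males) and black lines are group means.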

GO term enrichment is similar between F3v14 and F3v7 (Fig. 6A, B, I, J), and between M3v14 and M7v14 (Fig. 6G, H, K, L), highlighting a shifted window of gene regulation between sexes. 

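In females, genes of light detection fell after 3 days, among them ninaC, a myosin of photoreceptors, and trp, their main cation channel. Some receptors of smell and taste rose, as did some dyneins of the cilium, such as Dhc98D, and some eggshell genes, such as Cp36. Some genes of glia and muscle fell with those of light detection. Of 43 phototransduction genes 10 fell and 1 rose from 3 to 7 days, or 19 and 2 over the list alone (camera adjusted p = 1.5e-11, adjusted p = 0.45 with an estimated correlation). By 14 days 28 had fallen and 2 risen, or 32 and 2 over the list alone (camera adjusted p = 3.9e-15, adjusted p = 0.32 with an estimated correlation). From 3 to 14 days ninaC fell from 2239 ± 1039 normalized reads (SD, n = 3) to 358.4 ± 256.2 (n = 2) (log2 fold change −2.76, SE 0.44, adjusted p = 0.0058) and trp from 1291 ± 662.3 to 246.7 ± 163.6 (−2.45, SE 0.49, adjusted p = 0.0087), calls lost without replicate 3 of the 14-day females. Of 51 ionotropic receptors 18 rose from 3 to 7 days, 25 over the list alone (camera adjusted p = 1.3e-10, adjusted p = 0.45 with an estimated correlation). By 14 days 29 had risen, 37 over the list alone (camera adjusted p = 2.8e-09, adjusted p = 0.36 with an estimated correlation). Of 44 gustatory receptors 11 rose, 23 over the list alone (camera adjusted p = 9.2e-09, adjusted p = 0.45 with an estimated correlation). By 14 days 23 had risen, or 29 over the list alone (camera adjusted p = 2.8e-09, adjusted p = 0.36 with an estimated correlation). Gr10b rose to 75.7 ± 28.9 at 14 days (4.63, SE 0.83, adjusted p = 0.0058), a call lost without replicate 3 of the 14-day females. Of 52 odorant receptors 10 rose, 11 over the list alone (camera adjusted p = 9.9e-05, adjusted p = 0.45 with an estimated correlation). By 14 days 13 had risen, or 15 over the list alone (camera adjusted p = 0.001, adjusted p = 0.4 with an estimated correlation).

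Of 21 cilium motility genes 8 rose from 3 to 7 days, 10 over the list alone (camera adjusted p = 0.00014, adjusted p = 0.45 with an estimated correlation). By 14 days 10 had risen by both adjustments (camera adjusted p = 0.00022, adjusted p = 0.38 with an estimated correlation). Dhc98D rose from 28.6 ± 17.8 to 268.5 ± 29.9 at 14 days (3.41, SE 0.68, adjusted p = 0.0081), a call lost without replicate 3 of the 14-day females. Cuticle proteins, which build the exoskeleton, behaved alike from 3 to 7 days, with 13 of 88 rising and 1 falling, or 23 and 3 over the list alone (camera adjusted p = 2.7e-05, adjusted p = 0.53 with an estimated correlation), a list call lost without replicate 2 of the 7-day females and replicate 1 of the 14-day males (0.058, with the median relative to all genes at 0.8 against 1.59). Of 18 eggshell genes 5 rose from 3 to 7 days, 11 over the list alone (camera adjusted p = 0.00073, adjusted p = 0.45 with an estimated correlation). Cp36 had 8.12 and 47.0 in replicates 1 and 2 of the 7-day females and 964 and 33.7 in replicates 2 and 3 of the 14-day females. Its call from 3 to 14 days was lost without replicate 2 of the 14-day females. Of 21 glial genes 5 fell from 3 to 7 days, 10 over the list alone (camera adjusted p = 7.5e-07, adjusted p = 0.45 with an estimated correlation). Of 27 muscle genes 4 fell, 5 over the list alone (camera adjusted p = 6.2e-08, adjusted p = 0.45 with an estimated correlation). The gene bdl, an adhesion protein of glia and photoreceptors, fell by 1.61 on the log2 scale from 3 to 14 days (SE 0.26, adjusted p = 0.0058), a call lost without replicate 3 of the 14-day females. Background was 6.31 and 14.35 in replicates 1 and 2 of the 7-day females and 12.66 and 12.48 in replicates 2 and 3 of the 14-day females.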

In both F3v14 and F3v7, downregulated DEGs enriched sensory perception of light stimulus, and upregulated DEGs enriched detection of chemical stimulus and cilium movement (green/small circle- and mint/large diamond-cluster terms; Fig. 6A, B, I, J). In both M3v14 and M7v14, upregulated DEGs enriched three GO terms: detection of chemical stimulus, cilium movement, and cilium organization (Fig. 6H, L). These terms are also enriched by upregulated DEGs in F3v7 (Fig. 6B, H). 

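In males some receptors of smell and taste and some parts of cilia rose late, between 7 and 14 days.
Among them were Or83c, the receptor for the food odor farnesol, Dnah3, a cilium dynein, nompA, which joins sensory cilia to the cuticle, and Oseg6, a transport protein within cilia.
Some cuticle proteins and some genes of the Y-linked fertility list rose with them.
Late in males, from 7 to 14 days, 19 of 52 odorant receptors rose, or 23 with 1 falling over the list alone (camera adjusted p = 0.00014, adjusted p = 0.48 with an estimated correlation).
Of 44 gustatory receptors 12 rose, 30 over the list alone (camera adjusted p = 7.4e-06, adjusted p = 0.48 with an estimated correlation). Of 51 ionotropic receptors 17 rose, 27 over the list alone (camera adjusted p = 4.4e-07, adjusted p = 0.48 with an estimated correlation).
Or83c rose from 11.8 ± 17.6 normalized reads (SD, n = 3) to 87.1 ± 58.5 (n = 3), a log2 fold change of 3.60 (SE 1.01, adjusted p = 0.076).
Of 21 cilium motility genes 10 rose and 1 fell, or 13 and 1 over the list alone (camera adjusted p = 0.0011, adjusted p = 0.48 with an estimated correlation). Dnah3 rose from 104 ± 72.2 to 512.2 ± 360.3 (2.27, SE 0.55, adjusted p = 0.076).
Of 41 ciliogenesis genes 17 rose, or 22 with 1 falling over the list alone (camera adjusted p = 7.5e-05, adjusted p = 0.48 with an estimated correlation). Of these nompA changed by 2.54 (SE 0.61, adjusted p = 0.076) and Oseg6 by 1.41 (SE 0.32, adjusted p = 0.076).
The calls on Or83c, Dnah3, nompA and Oseg6 were lost without replicate 1 or 2 of the 14-day or of the 7-day males.
Of 88 cuticle proteins 27 rose and 1 fell, or 43 and 2 over the list alone (camera adjusted p = 3.9e-08, adjusted p = 0.48 with an estimated correlation). Of 8 genes in the Y-linked list 3 rose, 8 over the list alone (camera adjusted p = 0.005, adjusted p = 0.48 with an estimated correlation).
From 3 to 14 days 6 odorant receptors rose, 7 over the list alone (camera adjusted p = 0.0017, adjusted p = 0.49 with an estimated correlation). So did 8 ionotropic receptors, 15 over the list alone (camera adjusted p = 8.5e-06, adjusted p = 0.49 with an estimated correlation), and 3 gustatory receptors, with 0 over the list alone (camera adjusted p = 7.6e-05, adjusted p = 0.49 with an estimated correlation).
Of the ciliogenesis genes 7 rose from 3 to 14 days, or 20 with 1 falling over the list alone (camera adjusted p = 0.00037, adjusted p = 0.49 with an estimated correlation).
Background in replicates 1 to 3 was 1.89, 6.47 and 10.47 in 7-day males and 37.55, 20.02 and 11.79 in 14-day males.

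**Figure D2:**
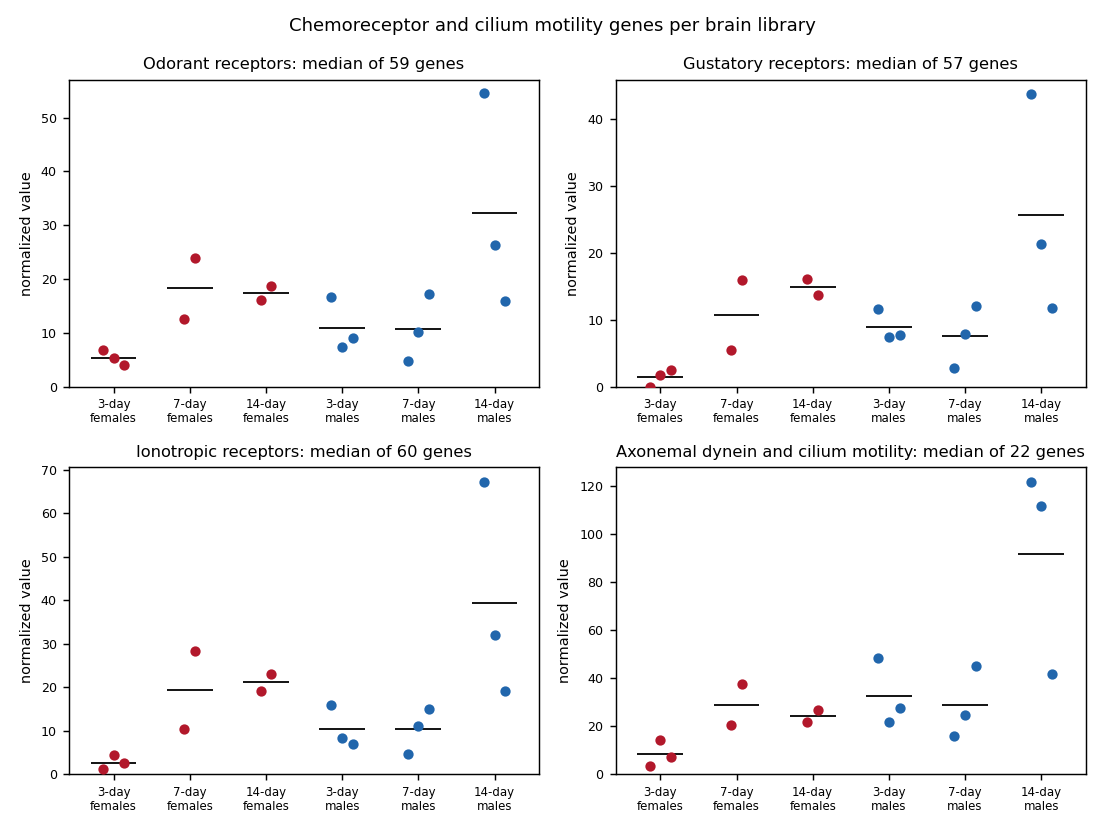
Median normalized value in each library of 4 gene lists, odorant receptors, gustatory receptors, ionotropic receptors and cilium motility genes. Each panel shows 1 list, with groups by sex and age along the horizontal axis. Points are libraries (red, females; blue, males) and black lines are group means.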

No other comparisons between ages within sex share the top five GO terms.

**Fig. 6:**
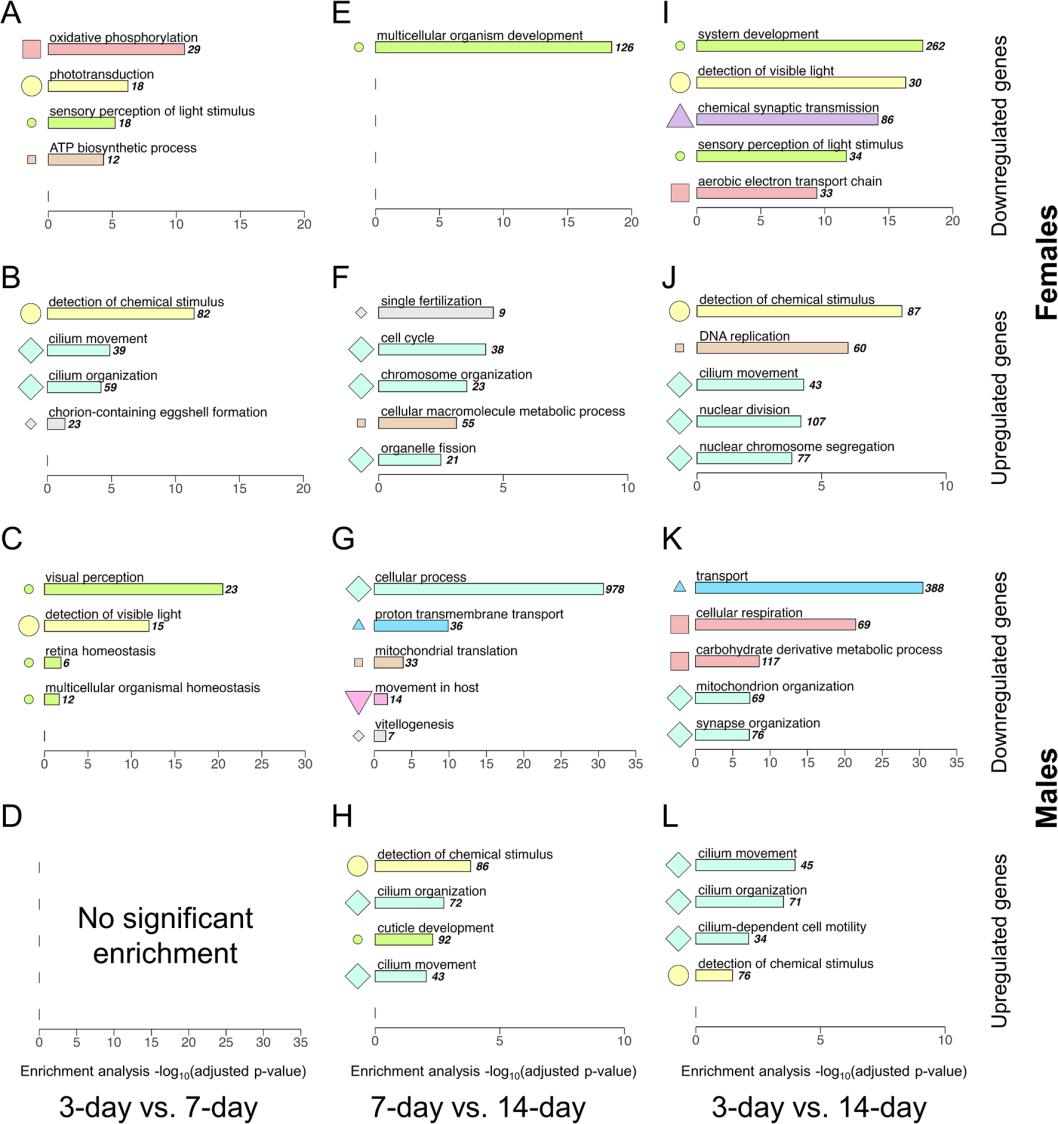
Gene ontology (GO) enrichment for differentially expressed genes (DEGs, *p* < 0.05) between 3-, 7-, or 14-day-old flies, are similar between upregulated genes in F3v7 and M7v14 comparisons. Down- and upregulations are relative to the younger flies in the comparison. Hence, 7-day flies’ genes are downregulated relative to 3-day flies’ genes. The top five significant driver GO terms (adjusted *p* < 0.05), as determined by g:Profiler, are listed in decreasing adjusted significance, with varying *x*-axis scales. Each color/symbol represents a cluster determined by hierarchical clustering (Figure S3, Table S1) on pairwise Wang semantic similarity measures (*k* = 9). For example, “phototransduction” and “detection of chemical stimulus” are both in the yellow/large circle cluster and are therefore semantically similar, but “sensory perception” is in the green/small circle cluster and is therefore not semantically similar to either yellow/large circle cluster term

Time-corrected slopes of DEG (*p* < 0.05) expression in F3v7 and M7v14, but not in F7v14 and M3v7, are shown in Fig. 7. Differences between 3-to-7-day and 7-to-14-day slopes were skewed right with a mode around 0.5 before accounting for the time difference between comparisons (Fig. S7A). Correcting for time (dividing the slopes by the range of days) skewed the overall slope differences further, decreasing the mode to just below 0.05 (Fig. S7A). Regardless of correction, the modes of M3v7 and F7v14 slopes ranged from approximately -0.01 to -0.05, while the correction decreased the difference in modes between F3v7 and M7v14 slopes from approximately 0.5 to 0.04 (Fig. S7B, Fig. 7B). Considering normalized and corrected slopes, the expression of 1548 genes in females increased (slope > 0.05) from 3 to 7 days and was stable (|slope| < 0.05) from 7 to 14 days, while the expression of 1496 genes in males was stable from 3 to 7 days and increased from 7 to 14 days (Fig. 8). The overlapping 1361 genes suggest delayed upregulation in males and enrich for detection of chemical stimulus, and cilium movement and organization (Fig. 9). 

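The genes with a late rise in males included chemoreceptors of all 3 families and some genes that build cilia or make them move. By the rule that picked them, these genes climbed between 3 and 7 days in females and stayed level in males. In the following week they stayed level in females and climbed in males, so the pattern defines the set. Slopes per day were taken between group means, each divided by the gene's largest group mean, for the genes shared by the 3-to-7-day comparison of females and the 7-to-14-day comparison of males, with slopes beyond 0.05 counted as a change. In females 1316 genes rose and then stayed level, in males 1271 stayed level and then rose, and 1168 did both. The median slope of the risen genes was 0.081 from 3 to 7 days and 0.009 from 7 to 14 days in females, and −0.014 and 0.111 in males. Of the tested members, 14 of 44 gustatory receptors, 14 of 51 ionotropic receptors and 13 of 52 odorant receptors were among the 1168 genes, with 9 of 21 cilium motility genes and 12 of 41 ciliogenesis genes. The 1168 genes became 172 without replicate 2 of the 7-day females, 345 without replicate 1 of the 14-day males, 565 without replicate 1 of the 7-day males, and 76 without the first 2 of these. The 1316 and 1271 genes became 199 and 427 without replicate 2 of the 7-day females, 535 and 382 without replicate 1 of the 14-day males, 615 and 615 without replicate 1 of the 7-day males, and 119 and 161 without the first 2 of these.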

In females, the expression of 173 genes decreased (slope < -0.05) from 3 to 7 days but remained stable from 7 to 14 days; this pattern is mirrored but delayed in all 61 genes that were stable in males from 3 to 7 days then decreased from 7 to 14 days (Fig. 8), strongly suggesting delayed downregulation. These genes were enriched for ATP metabolic process, proton transmembrane transport, and mitochondrial respiratory chain complex assembly (Fig. 9). 

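The genes with a late fall in males included genes of mitochondrial respiration, among them Cyt-c-p, the cytochrome c of the respiratory chain, ATPsynO, a subunit of ATP synthase, and ND-20, a subunit of complex I. Others were Gapdh1, a glycolytic enzyme, RpL15, a ribosomal protein, and SkpA, a subunit of ubiquitin ligases. Among genes shared at the unadjusted p, 152 fell and then stayed level in females, in males 53 stayed level and then fell, and all 53 did both. Of 85 oxidative phosphorylation genes 20 were among the 53. Cyt-c-p (2L, 16719932 to 16722644) went in females from 4303 ± 1139 normalized reads (SD, n = 3) at 3 days to 2036 ± 697.3 (n = 2) at 7 days, a log2 fold change of −1.09 (SE 0.42, adjusted p = 0.15). In males it fell from 3431 ± 645.7 (n = 3) at 7 days to 1803 ± 905 (n = 3) at 14 days (−1.08, SE 0.37, adjusted p = 0.082). ATPsynO (3R, 15265591 to 15266690) changed by −0.89 in females (SE 0.35, adjusted p = 0.16) and −1.06 in males (SE 0.31, adjusted p = 0.076). ND-20 (X, 15985473 to 15986808) changed by −0.72 (SE 0.30, adjusted p = 0.18) and −0.85 (SE 0.26, adjusted p = 0.076). Gapdh1 (2R, 7791901 to 7793380) changed by −0.88 (SE 0.33, adjusted p = 0.14) and −1.23 (SE 0.29, adjusted p = 0.076). These genes were chosen after their values were seen, and the adjusted male calls on Cyt-c-p, ATPsynO, ND-20 and Gapdh1 were lost without replicate 1 or 2 of the 14-day males or replicate 1 or 2 of the 7-day males, and that on Cyt-c-p also without either of the 14-day females. The oxidative phosphorylation list was lower by a median of −0.76 relative to all genes in 7-day females (camera adjusted p = 1e-13, adjusted p = 0.45 with an estimated correlation), with 3 of 85 falling and 1 rising, or 33 and 5 over the list alone. In males it was lower by −0.98 from 7 to 14 days (camera adjusted p = 1.3e-15, adjusted p = 0.48 with an estimated correlation), with 50 falling and 2 rising, or 63 and 9 over the list alone. The 53 genes that fell in both became 5 without replicate 2 of the 7-day females, 33 without replicate 1 of the 14-day males, 24 without replicate 1 of the 7-day males, 117 without replicate 3 of the 14-day males, and 9 without replicate 2 of the 7-day females and replicate 1 of the 14-day males.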

Hierarchical clustering of both delayed upregulated and downregulated genes reveals two main clusters: genes with greater LFC in F3v7 than M7v14 (red cluster), and genes with relatively similar LFCs in F3v7 and M7v14 (blue cluster; Fig. 9).

**Fig. 7:**
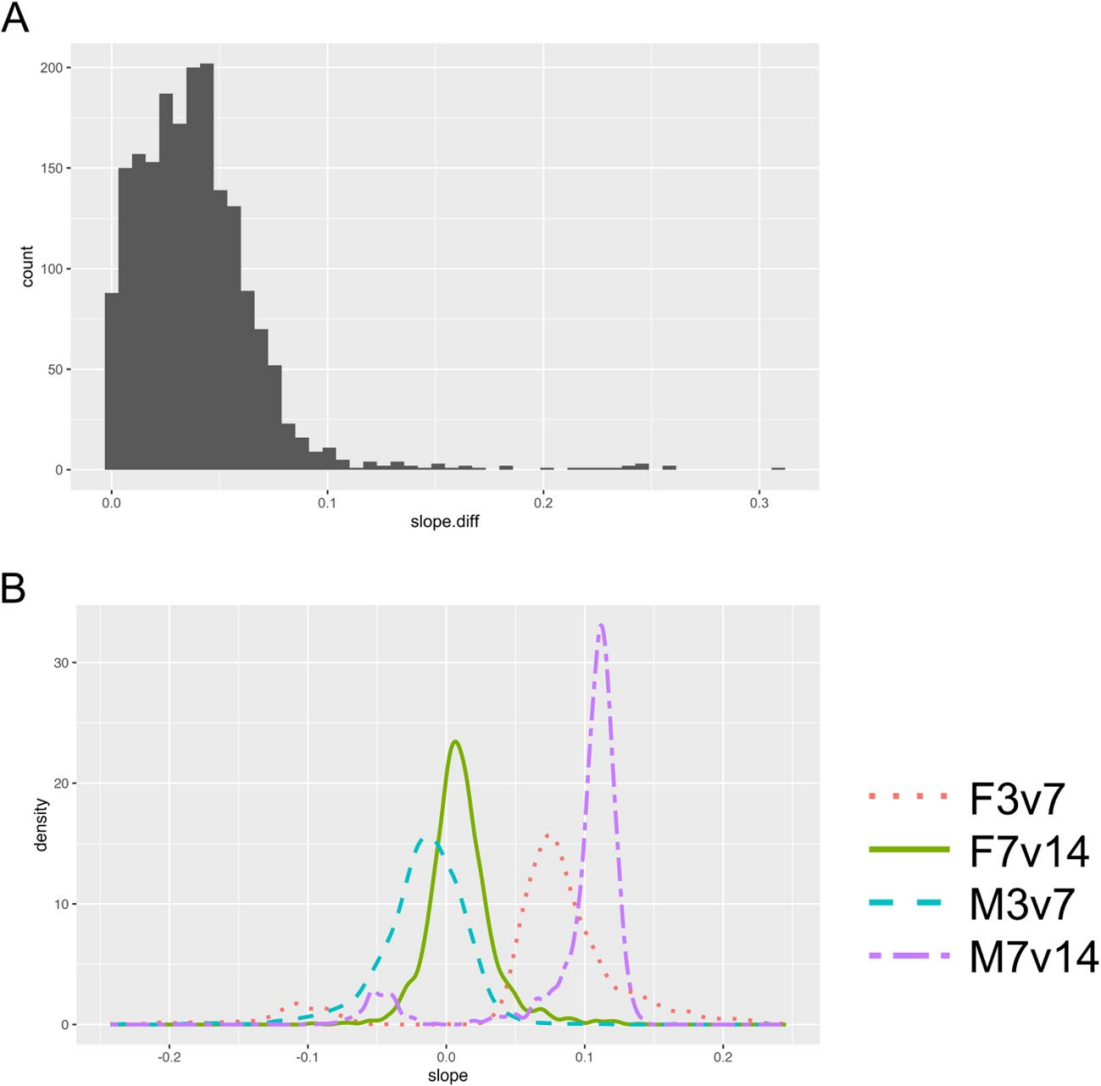
**A** Differences between 3-to-7-day and 7-to-14-day fruit flies’ gene (*p* < 0.05) expression slopes and **B** slopes by sex and time range, with normalization to a maximum of one before further correction. Slopes are divided by the number of days between ages. Colors indicate sex and time range

**Fig. 8:**
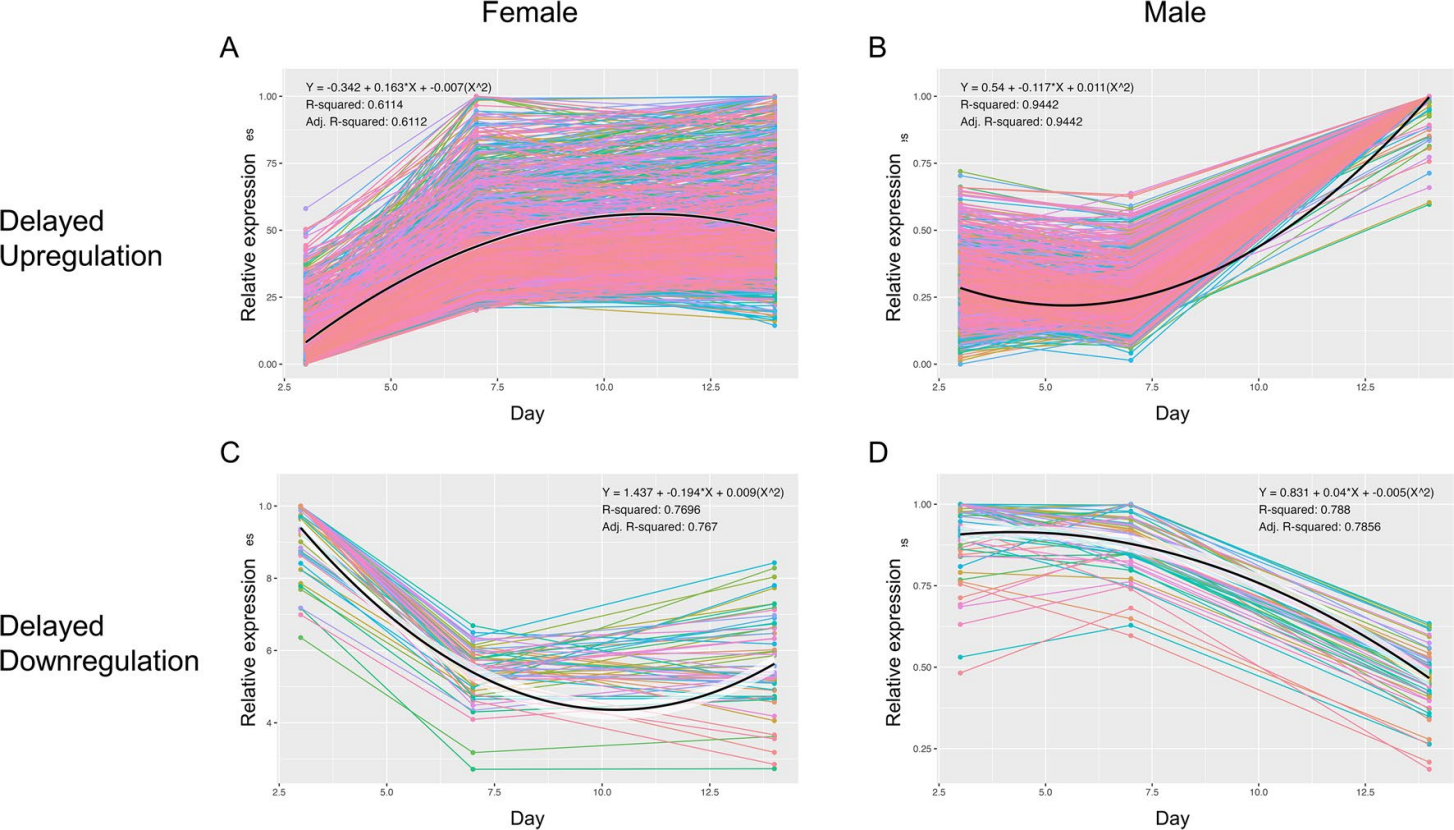
Gene expression over time for **A**, **C** female and **B**, **D** male fruit flies suggests a delay in male genes that **A**, **B** increase or **C**, **D** decrease in expression over time. Normalized mean reads are on the *y*-axis and the age is on the *x*-axis. Each line represents a gene with delayed upregulation or downregulation patterns, and line colors are arbitrary

**Fig. 9:**
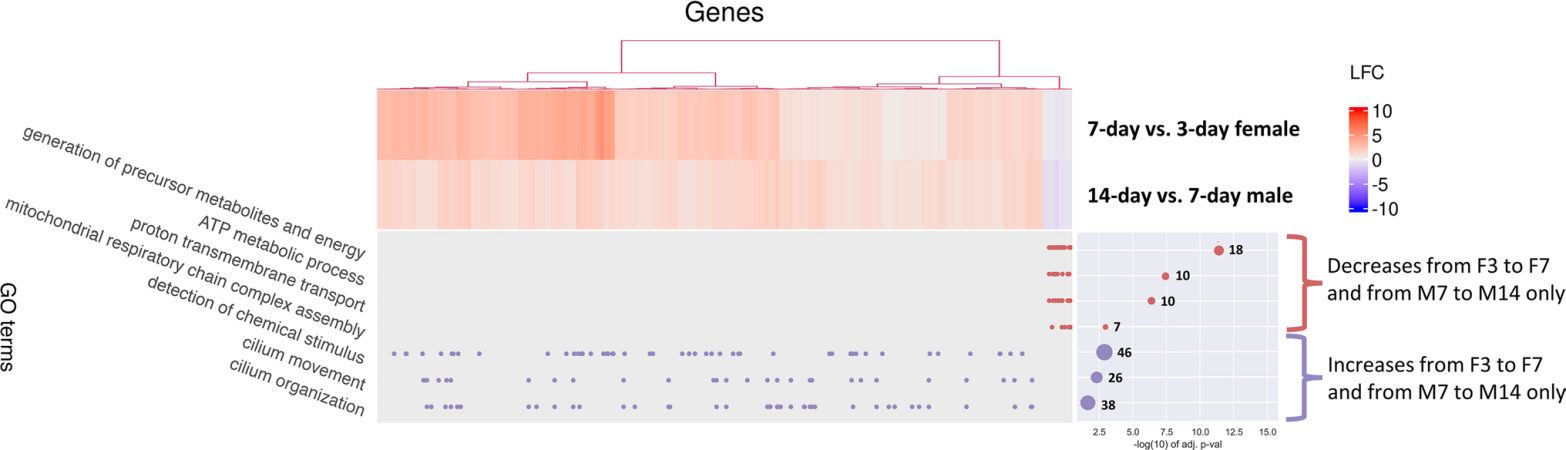
Of the 1890 DEGs (*p* < 0.05) identified in F3v7 and M7v14 comparisons, 1870 (98.9%) show similar gene regulation patterns between the older and the younger flies. These 1870 genes are presented in the heatmap and hierarchical clustering with relative gene expression levels in F3v7 and M7v14 comparisons. In the GO plot below the heatmap, each point represents an association between a gene and an enriched term. Log2(fold-change) (LFC) represents the later *vs*. the earlier age, so genes with positive LFC increased in expression over time. Red cell colors depict upregulation over time, and blue colors depict downregulation over time. Bubbles of varying sizes on the right of the GO plot indicate -log10(adjusted *p*-value) of enrichment on the *x*-axis and the number of genes contributing to that GO term’s enrichment by size and value label. Therefore, larger bubbles indicate more term-associated genes in the gene set, with exact values presented as labels next to the bubbles

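Of the transcription factors named for these genes, Sox14, an ecdysone-induced factor of neuronal remodeling, rose in males from 7 to 14 days. The transcripts of vri and Pdp1, the paired repressor and activator of a clock loop, of gt, a gap gene of the embryo, and of Sox102F passed the adjusted p in neither sex at the ages where the shared genes changed. At the unadjusted p, which defines the shared genes, vri passed in males and Sox21a in both sexes. Sox14 (2R) went from 115.4 ± 38.4 normalized reads (SD, n = 3) to 273.1 ± 140.7 (n = 3) in males (log2 fold change 1.15, SE 0.38, adjusted p = 0.078), a call lost without replicate 1 or 2 of the 14-day or of the 7-day males. In females Sox14 changed by 0.77 from 3 to 7 days (SE 0.42, adjusted p = 0.32). Sox21a, a factor of intestinal stem cells (3L), changed by 1.49 in females (SE 0.59, adjusted p = 0.17) and 1.34 in males (SE 0.53, adjusted p = 0.1). The clock repressor vri (2L, 5288944 to 5311223) changed by 0.39 in females (SE 0.54, adjusted p = 0.74) and 1.16 in males (SE 0.48, adjusted p = 0.11). Pdp1 (3L) changed by −0.32 (SE 0.55, adjusted p = 0.8) and −0.45 (SE 0.50, adjusted p = 0.51). The gap gene gt (X) changed by 0.72 (SE 0.42, adjusted p = 0.36) and −0.14 (SE 0.37, adjusted p = 0.79). Sox102F (chromosome 4) changed by −0.25 (SE 0.29, adjusted p = 0.67) and −0.11 (SE 0.26, adjusted p = 0.77). CG7786 was below the minimum mean of 5 and was not tested.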

Among the 61 genes with delayed downregulation in males, 47 significantly enrich 44 transcription factors (TFs) (Figure S8); four TFs, v*ri*, *Pdp1*, *gt*, and *CG7786*, are associated with over 68% of these genes; *Sox 14*, *21a*, and *102f* are enriched by both delayed-upregulated genes and delayed-downregulated genes (Figure S8B). Most of the enriched TFs, including the three *Sox* genes, are involved in development and cell differentiation.

Ten genes, *SA-2*, *SOLO*, CG10182, *Yp1*, *Yp3*, *Acp70A*, CG43055, *Jon65Aiv*, CG5107, and CG13428, were selected to validate RNA-sequencing results using qRT-PCR. After normalization to the housekeeping gene, *RpL32*, RNA-sequencing and qRT-PCR showed similar expression profiles and correlate well (adjusted *R*^2^ = 0.918, *p* < 0.0001) (Figure S9). While expression levels vary between the two methods, higher vs. lower expressions relative to the housekeeping gene are consistent, except for *Jon65Aiv* in 3-day female flies, showing a higher expression level in qRT-PCR but lower in RNA-sequencing (Figure S9).

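Relative to RpL32, the housekeeping ribosomal protein gene, the yolk protein genes Yp1 and Yp3 were far above 1 in females of every age and far below 1 in males. The meiotic gene solo, the cohesin SA2 and CG10182 stayed far below 1, and lowest in 3-day females. The ratio of Yp1 to RpL32 was 15.7 ± 9.45 (SD, n = 3) in 3-day, 27.5 ± 13.7 (n = 2) in 7-day and 46.6 ± 19.2 (n = 2) in 14-day females, and 0.0288 ± 0.014 (n = 3) in 3-day males. For Yp3 it was 8.06 ± 5.98, 14.9 ± 7.98 and 28.9 ± 11.5 in females of these ages. SA2 had 0 in all 3-day females, 0.0272 ± 0.0118 in 3-day males and 0.0854 ± 0.0701 in 14-day males, and CG10182 had 0 and, in 14-day males, 0.0975 ± 0.0851. The ratio of solo was 0.15 ± 0.116 in 14-day males. Jon65Aiv, a serine protease of the gut, had 1.72 ± 1.52 in 3-day females (1.4, 3.37 and 0.382 in replicates 1 to 3) and 0.0292 ± 0.00739 in 3-day males. CG5107 had 0.845 ± 0.589 and CG13428 0.708 ± 0.743 in 3-day females, against 0.0215 and 0.0149 in 3-day males. SP, the sex peptide, had 0.052 ± 0.0901 in 3-day females. RpL32 itself had 1194 ± 292 normalized reads in 3-day, 909 ± 364 in 7-day and 1312 ± 269 in 14-day females, and 1127 ± 144, 1393 ± 130 and 1075 ± 223 in males of these ages. Without replicate 2 of the 3-day females the mean ratio of that group was 0.893 for Jon65Aiv, 0.512 for CG5107, 4.85 for Yp3 and 0 for SP, and without their replicate 1 it was 0.317 for CG13428. It was 17.8 for Yp1 and 9.3 for Yp3 in 7-day females without their replicate 1, and 0.046 for SA2, 0.0511 for CG10182 and 0.0838 for solo in 14-day males without their replicate 1.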

## Discussion

Per physiological and morphological dimorphism (Fig. 1), and delayed maturation between sexes in many species [29–31] including fruit flies [27, 28], we hypothesized that female and male fruit fly brains exhibit signatures of delayed gene expression during early-to-middle adulthood. We used RNA-Seq to quantify the brain transcriptome at three distinct adult ages: 3, 7, and 14 days of post-eclosion. We identified sex, age, and sex-by-age gene expression signatures, which often precede more observable morphological and physiological variations and indicate subtle brain dimorphisms [95–98]. We detected 6698 DEGs between sexes within the same age, with the most divergent expression at 3 days. Between ages, 6084 DEGs were detected, with 1890 sharing similar expression changes from 3 to 7 days in females, and from 7 to 14 days in males. Most of them (1712, 90.5%) were upregulated and enriched for chemical stimulus detection and/or cilium regulation. This subset of DEGs highlights a temporal shift in the brain gene regulation between females and males comprising over 10% of tested genes.

While sex-biases were present at all ages, 23.4% of DEGs exhibited a delay that accounts for some of the observed sex-bias within each age. Notably, while most of our analysis is based on unadjusted *p* < 0.05 threshold, we present both FDR-corrected and uncorrected data to achieve two goals. The adjusted *p*-value threshold is more conservative, guarding against false positives to give an understanding of which specific genes’ expression levels are most likely affected by sex and age. Relaxing the threshold by removing FDR correction allows us to minimize false negatives at the risk of false positives and understand the overall data patterns. We placed greater emphasis on a hypothesis that requires a larger pool of candidate genes. Due to the relatively short age ranges, we expected difficulty detecting many subtle changes in gene expression without relaxing significance criteria. Adjusted *p*-values are important at the individual gene level, while unadjusted *p*-values can detect broad patterns overlooked by more conservative, adjusted *p*-values.

Throughout the lifespan, many sexually reproducing species maintain sexually dimorphic phenotypes including size, morphological and anatomical features (Fig. 1) [13, 99, 100], reproductive commitment [27, 101], and behavior [47, 52, 53, 102, 103]. Significant anatomical, morphological, neural, and gene expression differences between female and male fly brains are well-documented [16, 37, 44, 46, 51, 104]. The body size of fruit flies, limited by the exoskeleton, does not change post-hatching, and on average, female flies remain larger than males, with both sexes displaying morphological differences (Fig. 1) [13, 99, 105, 106]. Although the anatomical and morphological changes are not obvious during adulthood, subtle phenotypic differences both within and between sexes should be quantifiable at the gene expression level, particularly in stimulus-responsive tissue such as the brain [104]. To better understand the brain gene activity relevant to sexually dimorphic phenotypes of early and mid-adulthood, we compared brain transcriptomes of 3-, 7-, and 14-day fruit flies.

The clear spatial distinction between sexes by PCA, mostly across the PC2 axis, suggests a major effect of sex on the brain transcriptomic profile across all three ages (Fig. 2). In fruit flies, the body size difference (Fig. 1) is controlled by the expression of *tra*, a sex-determining gene, and the dosage of *Myc*, an X-chromosomal gene [99]; in humans, sex-biased genes explain 12% of height differences [107]. Sexually dimorphic gene expression is found in both fruit flies and mammals, although the extent varies between species, tissue, and age [107–110]. An overabundance of sex-biased genes on the X chromosome in fruit fly brains possibly due to dosage compensation in males reported by *Catalán *et al*.* [110], is consistent with the majority of female-biased DEGs at 7 and 14 days (Fig. 3C). Age groups span mostly along the PC1 axis (Fig. 2). The higher explained variation of PC1 (49%) than PC2 (17%) highlights more robust gene expression differences across the three ages (Fig. 5B-C) than between sexes (Fig. 5A). The shorter distance between the two sexes in 7-day and 14-day flies on the PCA plot (Fig. 2) suggests diminishing differences over time. Indeed, throughout development, the transcriptomic landscape readily shifts and becomes less sexually dimorphic (Fig. 3A-B) [111]. *Arbeitman *et al*.* demonstrated that expression levels changed for 2103 genes during fruit fly embryogenesis and only 118 genes in adulthood [109]. Our data of early adulthood stages before 14 days still display distinct transcriptomic profiles over time, particularly in females not displaying the 3- and 7-day spatial overlap for males (Fig. 2A). Sex and life stage interact to form unique patterns of gene activity over time; female-biased transcripts increase in the first 24 h of adulthood while male-biased transcripts increase from larva to pupa stages [109]. As predicted from observed morphological differences, brain gene expression distinguishes both sex and age in fruit flies, with the most differences between the two sexes at 3 days (Figs. 2 and 3).

Fully mature oocytes in females appear at 24 h of post-eclosion, with maturation continuing past 3 days [112]. While the rate of sexual maturation varies, developing young adult fruit flies are generally fully mature and start mating no later than 3 days of post-eclosion [102, 103, 113, 114]. Throughout adulthood, males’ accessory glands grow [115], and metabolic activity between sexes becomes more dimorphic [116]. Females’ higher resting metabolic rates [117] may be implicated in the between-sex DEGs that enriched metabolic GO terms at every age, and in the 7-day X-chromosomal DEGs involved in the regulation of nucleobase-containing compound metabolic processes (Figs. 3C and 4). The upregulation of development and metabolism genes in females (Figs. 3C and 4A) may be affected by sex maturation [103] regulated by the brain at the neuronal and molecular level [102, 103]. Not surprisingly, the timing of sexual maturation by about 3 days [103], also coincides with the observed male-biased enrichment of cilium movement (Fig. 4B), which is related to spermatogenesis[118, 119].

Fruit flies exhibit sex-specific behavior [33, 41, 47, 51–53, 102, 103]. Virgin females are more active than males during the day, but less so in the morning and evening [117]. Since locomotion is driven by sensory stimulus and circadian rhythm [117, 120–122], females’ upregulated stimulus–response genes at all ages and circadian response genes at 3 days is not surprising (Figs. 3A-B and 4A). 

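RapGAP1, a GTPase activator that restrains Rap1 signaling, fell in females between 3 and 14 days, while Appl, the fly amyloid precursor-like protein of neurons, and tutl, an adhesion protein that spaces photoreceptor axons, were lower in 14-day males at the unadjusted p. RapGAP1 (2L, 7497805 to 7578980) went from 1895 ± 139.1 normalized reads (SD, n = 3) in 3-day to 1102 ± 182.9 (n = 2) in 14-day females, a log2 fold change of −0.79 (SE 0.24, adjusted p = 0.04), a call lost without replicate 3 of the 14-day females or replicate 1 of the 3-day females. In males it changed by −0.25 (SE 0.22, adjusted p = 0.42). Appl (X, 530501 to 579044) went from 9048 ± 1877 to 4750 ± 2441 in males (−1.09, SE 0.52, adjusted p = 0.16) and changed by −0.85 in females (SE 0.58, adjusted p = 0.33). The adhesion gene tutl (2L, 4283148 to 4323781) changed by −1.20 in males (SE 0.47, adjusted p = 0.12) and −0.80 in females (SE 0.52, adjusted p = 0.31).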

Three of the four annotated optic nerve genes, *Appl*, *RapGAP1*, and *tutl* [123–125], are also significantly downregulated at 14 days compared to 3 days in at least one sex, consistent with enriched visual perception terms in these comparisons (Fig. 5). Aside from sex, mating status has also been shown to affect chemical sensory [126], baseline behavior [127], and the neuronal regulation of behavioral responses to stressors [101]. Our fruit flies were separated by sex post-eclosion, and the gene expression profile is representative of virgin flies.

Almost 30% of the within-sex DEGs (1890 of 6084; Fig. 5B, C, E, F) were identified in both F3v7 and M7v14 comparisons, suggesting a delayed transcriptomic shift in males: expression of 1712 genes increased first in females and then in males, while 158 decreased in the same order. Many species exhibit sexually dimorphic time to maturation, implying delayed anatomical and behavioral changes in one sex [27–31]. Delayed phenotypic changes can vary as female fruit flies may undergo a change earlier than males for some phenotypes but not others. For instance, although females become hyperactive sooner post-eclosion, they start mating later than males [65, 102].GO analysis also suggests a delayed transcriptomic pattern in males, as F3v7 and M7v14 genes upregulated over time have similar functional enrichment. Across the three ages, upregulated genes enriched the detection of chemical stimulus and cilium organization/movement, mostly driven by the change between 3 to 7 days in females, but 7 to 14 days in males (Fig. 6B, H, J, L; Fig. 9). Consequently, only F3vM3 and not F7vM7 male-biased genes enrich cilium movement (Fig. 4B, D). The cilium is involved in various biological functions, including sensation and signal transduction [128–134]. 

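TrpA1, a channel opened by warmth and by noxious chemicals, was scarce in 3-day females and more abundant in all other groups. It lies on 3L from 8894404 to 8905200 and had 45.8 ± 30.9 normalized reads (SD, n = 3) in 3-day, 140.1 ± 107.5 (n = 2) in 7-day and 150.4 ± 25.6 (n = 2) in 14-day females. In males TrpA1 had 108.3 ± 13.1, 131.5 ± 44.9 and 312.5 ± 188 (n = 3 each) at these ages. The log2 fold change of TrpA1 was 1.73 from 3 to 7 days in females (SE 0.66, adjusted p = 0.15) and 1.13 from 7 to 14 days in males (SE 0.59, adjusted p = 0.17). From 3 to 14 days in females it was 2.07 (SE 0.66, adjusted p = 0.046), a call lost without either 14-day female or replicate 1 of the 3-day females.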

Fruit flies’ sensory neuron cilia facilitate signal transduction via ion channels [135–137]; one of the shared upregulated genes, *TrpA1*, is a well-studied ciliary cation channel involved in thermosensation and chemosensation [138–142]. Females have more fibers than males within the mushroom body, a brain region responsible for olfactory learning and memory [143, 144]. The number of fibers in females grows rapidly from eclosion to 7 days and plateaus around 14 days [145], mirroring the sensory genes’ upregulation we detected during the same period (Fig. 6B, H, J, L; Fig. 9). Since we did not evaluate a relationship between the mushroom body and the delayed upregulation, additional brain anatomical evidence may clarify the observed delayed gene upregulation in male flies.

The 3v14 comparisons, encompassing both 3v7 and 7v14 analysis, are a reference point for overall expression changes. Per DEG and functional enrichment results, F3v7 and F3v14 are most similar, highlighting the relevance of earlier ages to overall transcriptomic shift in females. Conversely, the similarities between M7v14 and M3v14 emphasize the effects of later ages on male brains’ gene activity. In these comparisons, metabolic genes involved in ATP production are downregulated at a later age. Many GO terms enriched by downregulated genes in 61-day-old male flies were identified in 9- to 10-day-old males [146]. Frut flies’ ATP synthesis peaks between 18 and 40 days, declining afterwards [147–149]. While ATP levels are significantly reduced by 43–47 days compared to 1–2 days in both sexes, females’ decrease begins earlier than in males’ [150]. This may be preceded by the downregulation of related genes in the brain between 3 and 14 days, which begins earlier in females.

Both F3v14 and F7v14 DEGs significantly enriched GO terms involved in the development and the cell cycle (Fig. 6F, J). Multicellular organism and system development genes were downregulated, while DNA replication and cell cycle genes were upregulated. Considering the link between cell cycle activation and neurodegeneration [151], the exclusive downregulation of these genes in females developing and aging sooner than males. It would be interesting to test if similar downregulation patterns occur in males soon after. Contributors to females’ downregulation could be genes related to ecdysone, a steroid that regulates metamorphosis and development in larvae and pupae, and learning, memory, behavior, and circadian rhythm in adult brains [152]. Females experience a greater decrease and fluctuation in ecdysone equivalents post-eclosion [153, 154], consistent with the downregulation in developmental genes in only females. Specifically, ecdysone-related downregulated genes in F3v14 and F7v14 comparisons include ecdysone receptor (*EcR*), ecdysone-induced protein 63E (*Eip63E*), diabetes and obesity regulated (*DOR*), and taiman (*tai*). 

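EcR, the nuclear receptor for the steroid ecdysone, and its partners and targets were lower in 14-day than in 3-day females. These are Eip63E, a cyclin-dependent kinase, TP53INP (DOR), a coactivator of the receptor that also acts in autophagy, and tai, a steroid receptor coactivator. EcR (2R, 6087873 to 6169087) fell from 2106 ± 267.7 normalized reads (SD, n = 3) to 1224 ± 495.9 (n = 2), a log2 fold change of −0.84 (SE 0.29, adjusted p = 0.066). Eip63E fell from 1405 ± 117.5 to 845.9 ± 128.2 (−0.74, SE 0.23, adjusted p = 0.04). TP53INP fell from 2622 ± 124.5 to 1350 ± 290.5 (−0.97, SE 0.28, adjusted p = 0.033), and tai changed by −0.69 (SE 0.26, adjusted p = 0.086). All 4 calls were lost without replicate 3 of the 14-day females, and those on EcR, Eip63E and tai also without replicate 1 of the 3-day females. Over the last week EcR changed by −0.71 (SE 0.32), tai by −0.75 (SE 0.29), Eip63E by −0.74 (SE 0.25) and TP53INP by −0.60 (SE 0.31), each at an adjusted p of 1, and the first 3 passed the unadjusted p of 0.05. Of 31 ecdysone genes 6 fell and 2 rose from 3 to 14 days by both adjustments (camera adjusted p = 0.0018, adjusted p = 0.36 with an estimated correlation).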

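Genes of the female germ line and of cell division were higher in 14-day than in 3-day females, among them dhd, a thioredoxin of the egg, exu, which places maternal RNA in the oocyte, CycB and CycA, the mitotic cyclins, and polo, a mitotic kinase. The egg gene dhd (X, 5312171 to 5313125) went from 14.7 ± 17.2 normalized reads (SD, n = 3) to 1393 ± 1836 (n = 2), a log2 fold change of 6.11 (SE 1.37, adjusted p = 0.011). CycB (2R, 22803521 to 22806948) went from 7.42 ± 9.21 to 498.7 ± 641.8 (5.28, SE 1.16, adjusted p = 0.011). The localization factor exu changed by 5.17 (SE 1.13, adjusted p = 0.011), CycA by 4.45 (SE 0.81, adjusted p = 0.0061), polo by 4.77 (SE 0.90, adjusted p = 0.007) and stg, the phosphatase that starts mitosis, by 3.79 (SE 0.67, adjusted p = 0.0058). The eggshell gene Cp36 (X, 8479319 to 8480523) went from 1.81 ± 1.48 to 498.9 ± 657.9 (6.14, SE 1.28, adjusted p = 0.0096), a call lost without replicate 2 of the 14-day females. The calls on dhd, CycB, exu, CycA, polo and stg were lost without replicate 3 of the 14-day females. That library had 952 normalized reads of CycB and 704 of exu, and replicate 2 had 44.9 and 38. Of 53 genes of DNA replication and the cell cycle 29 rose from 3 to 14 days, 40 over the list alone (camera adjusted p = 2.1e-09, adjusted p = 0.36 with an estimated correlation). Of 23 germline genes 16 rose, 17 over the list alone (camera adjusted p = 6.1e-06, adjusted p = 0.36 with an estimated correlation). From 7 to 14 days the DNA replication list was higher by a median of 0.90 relative to all genes (camera adjusted p = 5.5e-11, adjusted p = 0.36 with an estimated correlation), with 5 genes higher and 1 lower at the unadjusted p. The median was 0.07 (0.79) without replicate 3 of the 14-day females. The germline list was higher by 1.13 (camera adjusted p = 1.6e-06, adjusted p = 0.36 with an estimated correlation), with 4 genes higher and 1 lower at the unadjusted p, and at −0.01 (0.79) without that library.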

Besides the top five GO terms related to chromosomes and the cell cycle (Fig. 6), meiotic cell cycle and female gamete generation were also significantly enriched among upregulated genes in F3v14 and F7v14. This upregulation implicates oocyte generation and maturation controlled by the brain [112, 155], which varies with age: the number of ovarioles decreases 1–4 days of post eclosion [156] and increases in the next 4 days [157]. The average oocyte maturation stage decreases 4–16 days of post-eclosion [157]. This is a female-specific process expectedly lacking in the male temporal delay marked by other functional enrichments.

Analysis of normalized gene expression slopes, corrected for the difference in time from 3 to 7 days (4-day range) and from 7 to 14 days (7-day range), was used to identify genes with a similar but delayed expression change in males compared to females (Fig. 7). After selecting DEGs from only F3v7 and M7v14 comparisons, distributions overlapped between F7v14 and M3v7 slopes, and between F3v7 and M7v14 positive slopes. These overlaps are consistent with a similar albeit delayed increase in expression (Fig. 7B). The F7v14 and M3v7 slopes center around zero, confirming a late plateau in expression for females and an early plateau for males, as expected from the lack of differential expression at these ages (Figs. 7B and 8). The overlapping positive F3v7 and M7v14 slopes indicate a similar upregulation among younger females and older males (Figs. 7B and 8A, B). The negative F3v7 and M7v14 slopes overlap very little after time range correction, suggesting that the delayed decrease in expression is more extreme in younger females than older males (Fig. S7B; Figs. 7B and 8C, D).

GO analysis on genes identified via expression slopes (1422 genes; Fig. 9) is thematically consistent with the functions of DEGs between sexes (Fig. 6), indicating the significance of delayed genes in overall functional enrichment. Stimulus detection genes are overrepresented among upregulated DEGs in the F3v7 and M7v14 comparisons (Fig. 6) and among genes suggesting male-delayed upregulation (Fig. 9). This temporally shifted gene activity could explain why stimulus response genes were consistently upregulated in females when we compared the two sexes at the same age (Fig. 4). Thus, age-sex interaction should be considered when studying sensory functions in fruit flies. Similarly, ATP synthesis genes are overrepresented among DEGs with delayed downregulation in males (Figs. 6 and 9), consistent with the upregulation of oxidative phosphorylation genes in males relative to females at 7 days while metabolism genes are generally upregulated in females (Fig. 4). A delay in male development and aging is supported by the association of 7% of upregulation-delayed genes with related *Sox* TFs (Figure S8). Moreover, 13% of TFs enriched by downregulation-delayed genes are involved in development and differentiation (Figure S8).

Per morphological and physiological dimorphism, and delayed maturation between sexes in many species, we hypothesized that fly brains exhibit underlying sex-specific signatures of gene expression, which are temporal and maintained at three distinct ages in early-to-middle adulthood. Using both adjusted *p* < 0.1 and unadjusted *p* < 0.05 thresholds, we identified overall expression patterns and specific DEGs between the sexes and ages. Our data highlight an important and consistent male-specific temporal delay in gene expression. Because male-delayed gene expression patterns could contribute to between-sex comparisons at the same age, sexual dimorphism studied at physiologically comparable life stages rather than chronological age should be more biologically relevant. This issue has been extensively discussed in human development and aging studies [158–161] but is often overlooked in animal models, including fruit flies [46, 93, 104, 110, 111, 117]. Using survival ratios to determine comparable ages across populations [162] could help mitigate such confounding effects.

We recommend that studies utilize a more targeted design to quantify a broader set of post-transcriptional phenotypes relative to sex- and age-specific temporal variation. For instance, proteomic and metabolomic evidence of stimulus response and ATP metabolism delay would help determine if the observed shift in gene expression is physiologically significant. As we only assessed brain gene expression at 3, 7, and 14 days, comparing transcription at more frequent intervals would potentially uncover other temporal shifts in regulatory activities and more precisely determine temporal variations, including onsets, peaks, and cessations of physiologically relevant gene expression phenotypes. Mating status in terms of frequency and the number of competitors and potential mates, has sex- and age-specific effects on transcriptomic maturity rates [163, 164]. Gene expression in fruit fly heads varies from hours to days after mating [165, 166]. Metabolism and stimuli detection, which were enriched by the observed temporally shifted gene regulation in virgin flies, are implicated in these dynamic regulatory activities (Fig. 9). Fruit fly studies that involve mating should therefore rely on experiment-specific reference conditions to properly account for relevant effects.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Raw and processed RNA sequencing data have been deposited to the National Center for Biotechnology Information Gene Expression Omnibus database (accession number GSE199164).

# Supplementary material for: Lagging Brain Gene Expression Patterns of Drosophila melanogaster Young Adult Males Confound Comparisons Between Sexes
**Source:** Mol Neurobiol. 2024 Aug 28;62(3):2955–72. doi: 10.1007/s12035-024-04427-7
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Material**

**Article Title:**

Lagging brain gene expression patterns of *Drosophila melanogaster* young adult males confound comparisons between sexes

**Authors:**

Flannery McLamb^1,2^, Zuying Feng^1^, Jeanne P. Vu^1,3^, Lindsey Griffin^1,2^, Miguel F. Vasquez^1,4^, Goran Bozinovic^1,3,5,6^

**Table S1. Semantic similarity clusters of GO terms from Figures 4 and 6, as determined by hierarchical clustering of Wang measure semantic similarity values subtracted from one (Figure S1)**

| **Color/Shape** | **Cluster Terms** |
| --- | --- |
| Brown/Small square | regulation of nucleobase-containing compound metabolic process, translation, purine ribonucleoside triphosphate biosynthetic process, DNA replication, cellular macromolecule metabolic process, ATP biosynthetic process, mitochondrial translation |
| Red/Large square | metabolic process, catabolic process, carboxylic acid metabolic process, oxidative phosphorylation, aerobic electron transport chain, cellular respiration, carbohydrate derivative metabolic process |
| Pink/Inverted large triangle | movement in host |
| Yellow/Large circle | response to external stimulus, response to stimulus, response to stress, response to external biotic stimulus, detection of chemical stimulus, detection of visible light, phototransduction |
| Blue/Small triangle | transport, proton transmembrane transport |
| Purple/Large triangle | chemical synaptic transmission |
| Mint/Large diamond | protein folding, cilium movement, mitochondrion organization, nuclear division, nuclear chromosome segregation, cilium organization, cell cycle, chromosome organization, organelle fission, cilium-dependent cell motility, synapse organization, cellular process |
| Gray/Small diamond | chorion-containing eggshell formation, single fertilization, vitellogenesis |
| Green/Small circle | system development, circadian rhythm, regulation of biological quality, anatomical structure development, multicellular organismal process, sensory perception of light stimulus, multicellular organism development, cuticle development, visual perception, retina homeostasis, multicellular organismal homeostasis |

**
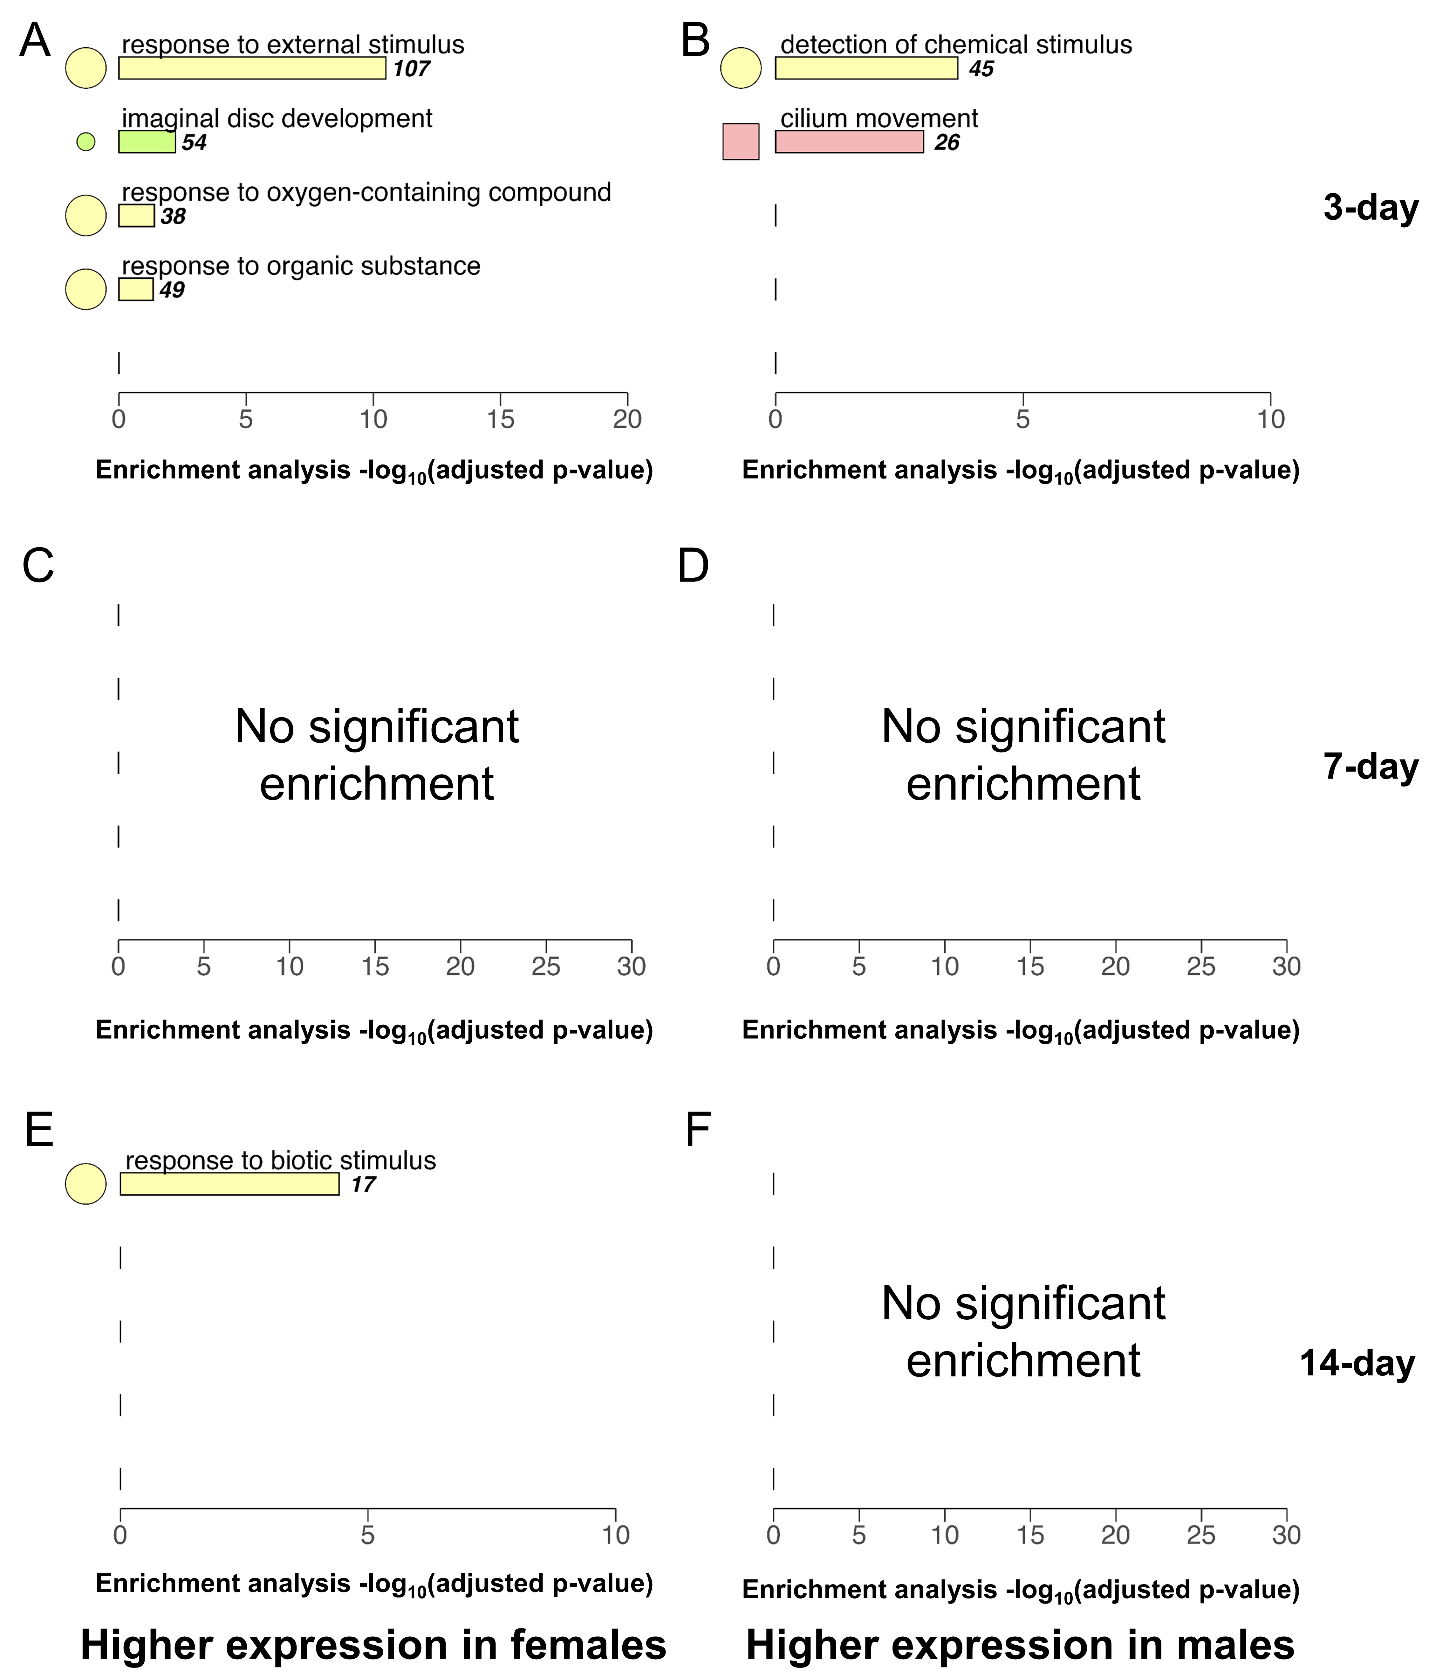
**

**Fig. S1** Gene Ontology (GO) enrichment for differentially expressed genes determined at the adjusted p < 0.1 threshold in female vs. male flies aged (A-B) 3, (C-D) 7, and (E-F) 14 days. The top five significant driver GO terms (adjusted p < 0.05) as determined by g:Profiler are listed in decreasing significance for each gene set, with varying x-axis scales associated with -log10(adjusted p-values) from GO enrichment analysis. Each color/symbol represents a cluster determined by hierarchical clustering (Figure S1, Table S1) on pairwise Wang semantic similarity measures (k = 9). For example, “response to external stimulus” and “detection of chemical stimulus” are both in the yellow/large circle cluster and are therefore semantically similar, but “system development” is in the green/small circle cluster and is therefore not semantically similar to either yellow/large circle cluster term. The number of DEGs that enrich each GO term is displayed to the right; DEGs may enrich multiple terms in the same panel and not all DEGs enrich terms

**
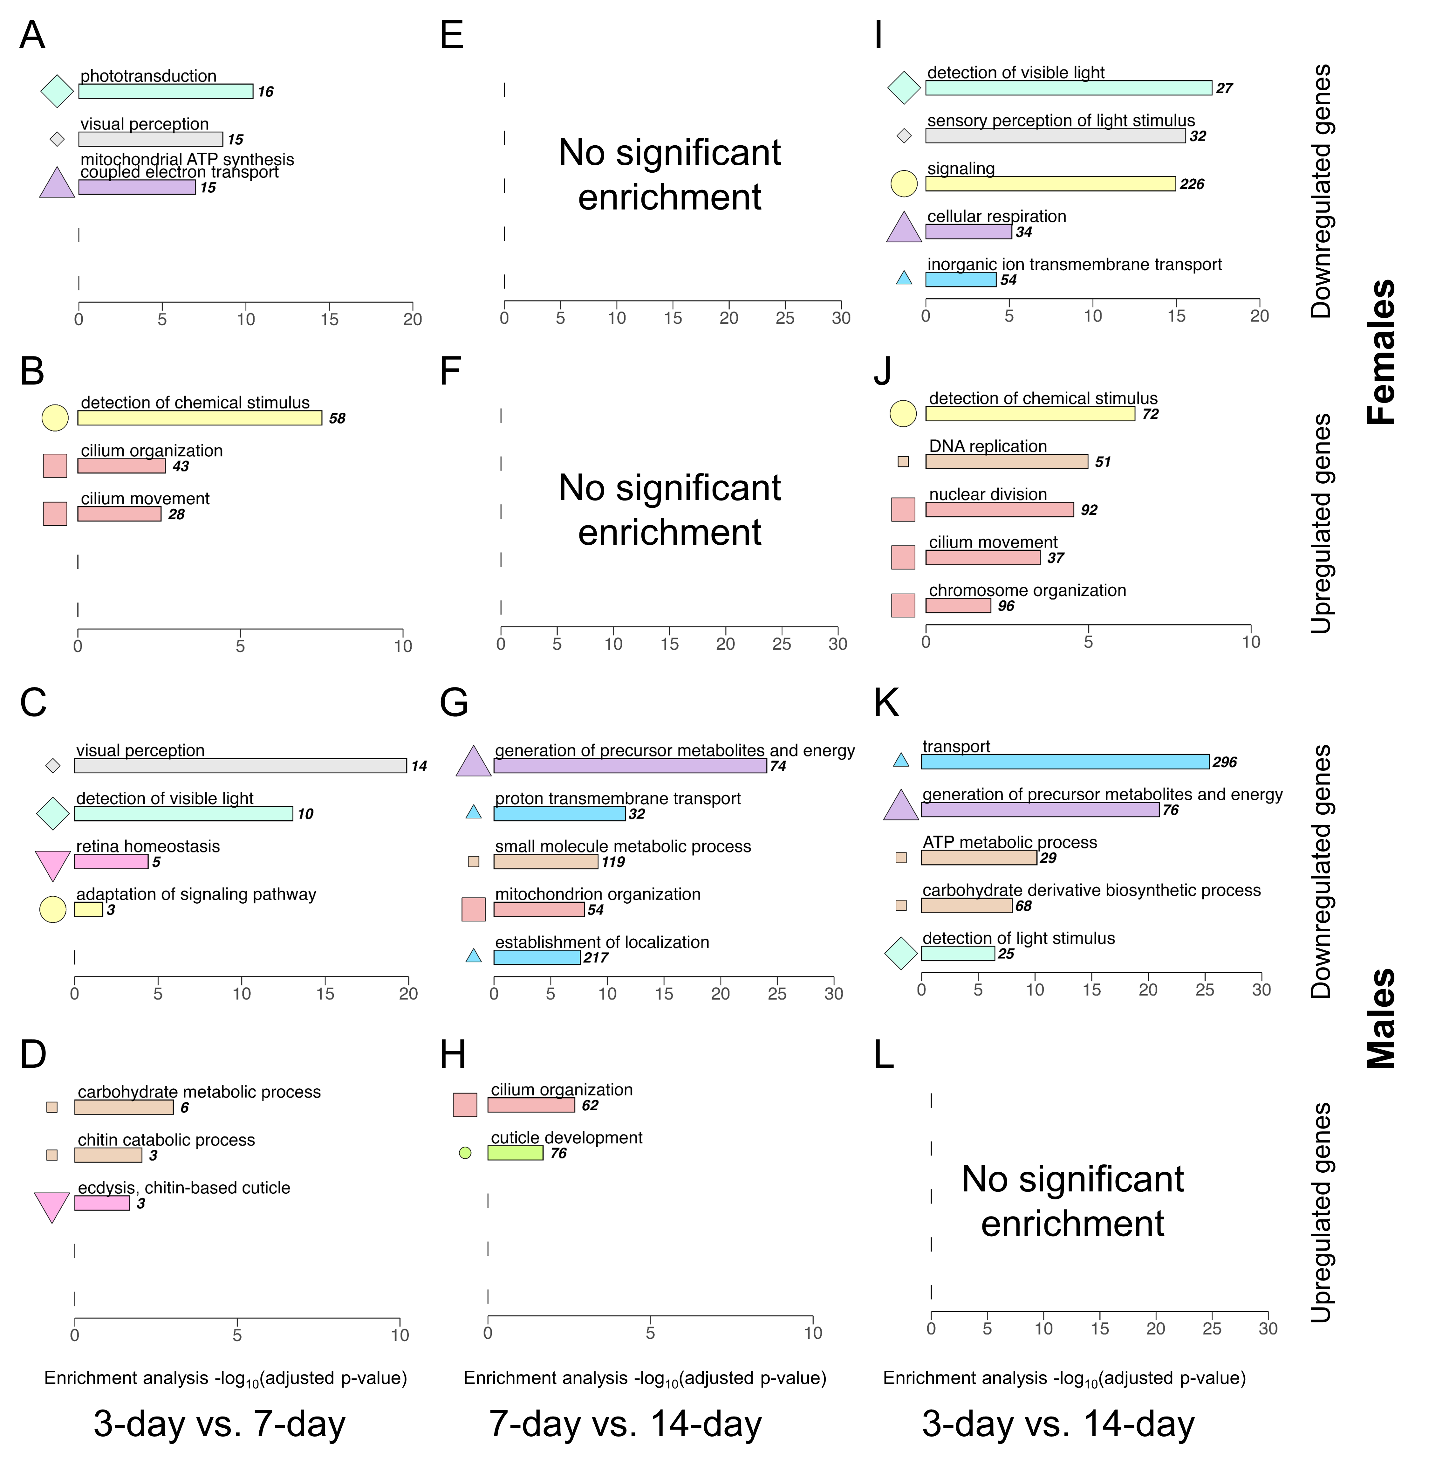
**

**Fig. S2** Gene Ontology (GO) enrichment for differentially expressed genes determined at the adjusted p < 0.1 threshold between 3-, 7-, or 14-day-old flies, are similar between upregulated genes in F3v7 and M7v14 comparisons. Down- and up-regulations are relative to the younger flies in the comparison. Hence, 7-day flies' genes are downregulated relative to 3-day flies' genes. The top five significant driver GO terms (adjusted p < 0.05), as determined by g:Profiler, are listed in decreasing adjusted significance, with varying x-axis scales. Each color/symbol represents a cluster determined by hierarchical clustering (Figure S1, Table S1) on pairwise Wang semantic similarity measures (k = 9). For example, “phototransduction” and “detection of chemical stimulus” are both in the yellow/large circle cluster and are therefore semantically similar, but “sensory perception” is in the green/small circle cluster and is therefore not semantically similar to either yellow/large circle cluster term

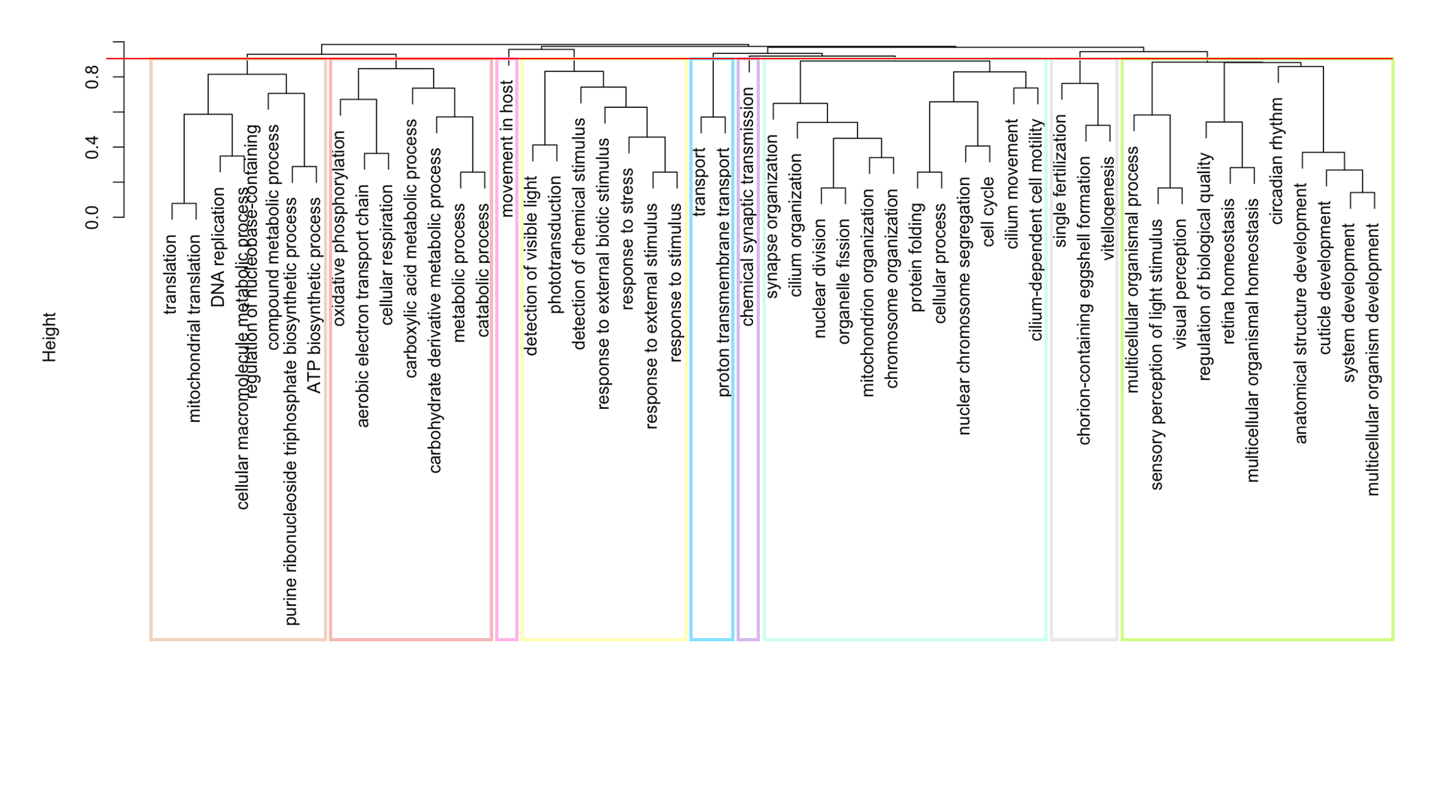

**Fig. S3** Hierarchical clustering of top five driver terms from Figures 4 and 6 gene sets by semantic similarity. Wang measure semantic similarity values subtracted from one were used as distances for clustering, so similar terms are clustered together. Longer branch length along the y-axis indicates greater dissimilarity. The bright red line is the similarity cutoff for clusters (k = 9 clusters), and the resulting clusters are boxed in the same colors used in Figures 4 and 6​

 
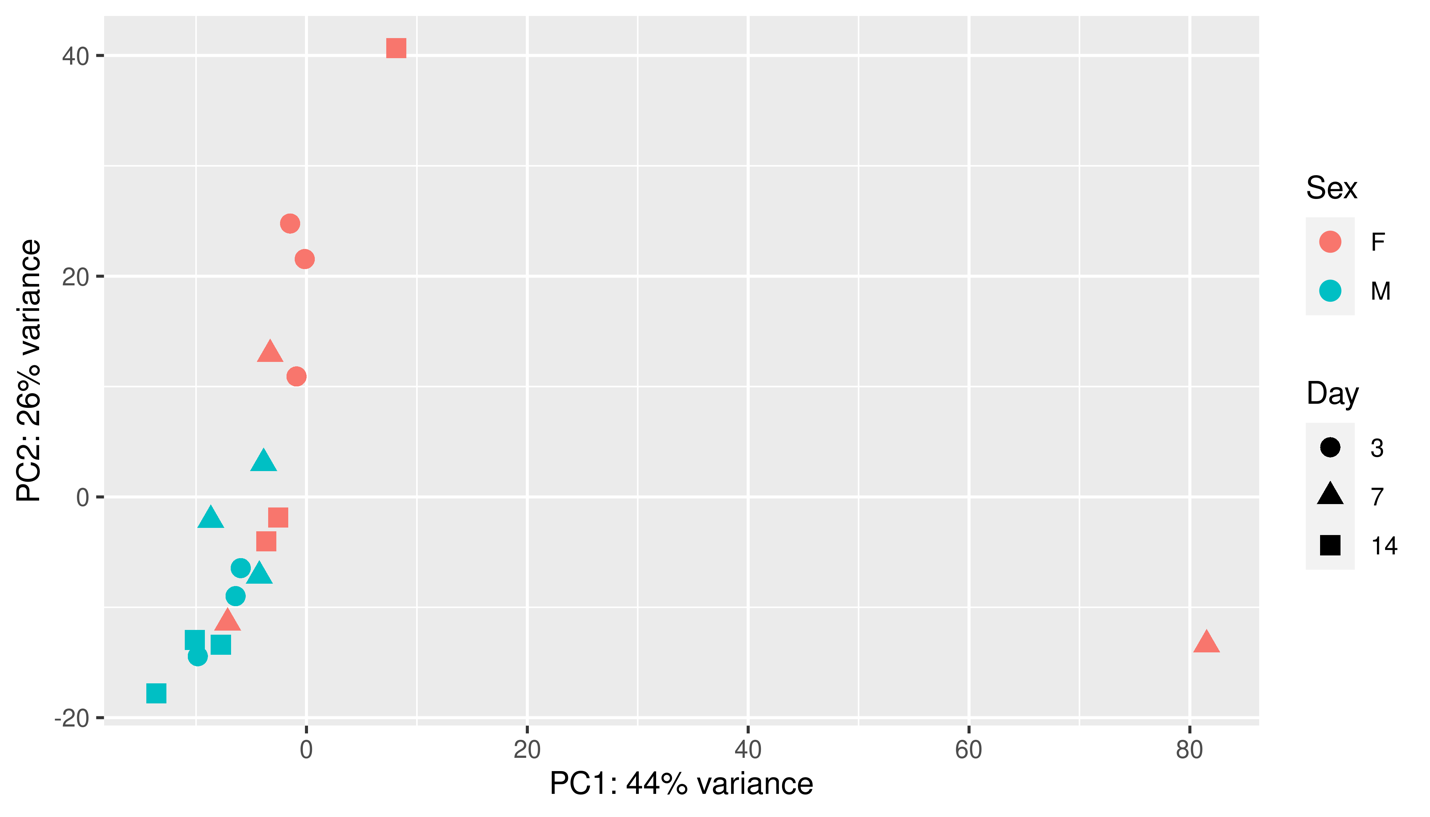

**Fig. S4** Principal component analysis of gene expression profiles for each sample by sex and age before outliers are removed (N = 18). One replicate within the 7-day female condition (rightmost point) and one replicate of the 14-day female condition (topmost point) were considered outliers and removed from downstream analyses. Colors represent sexes, and shapes represent age groups

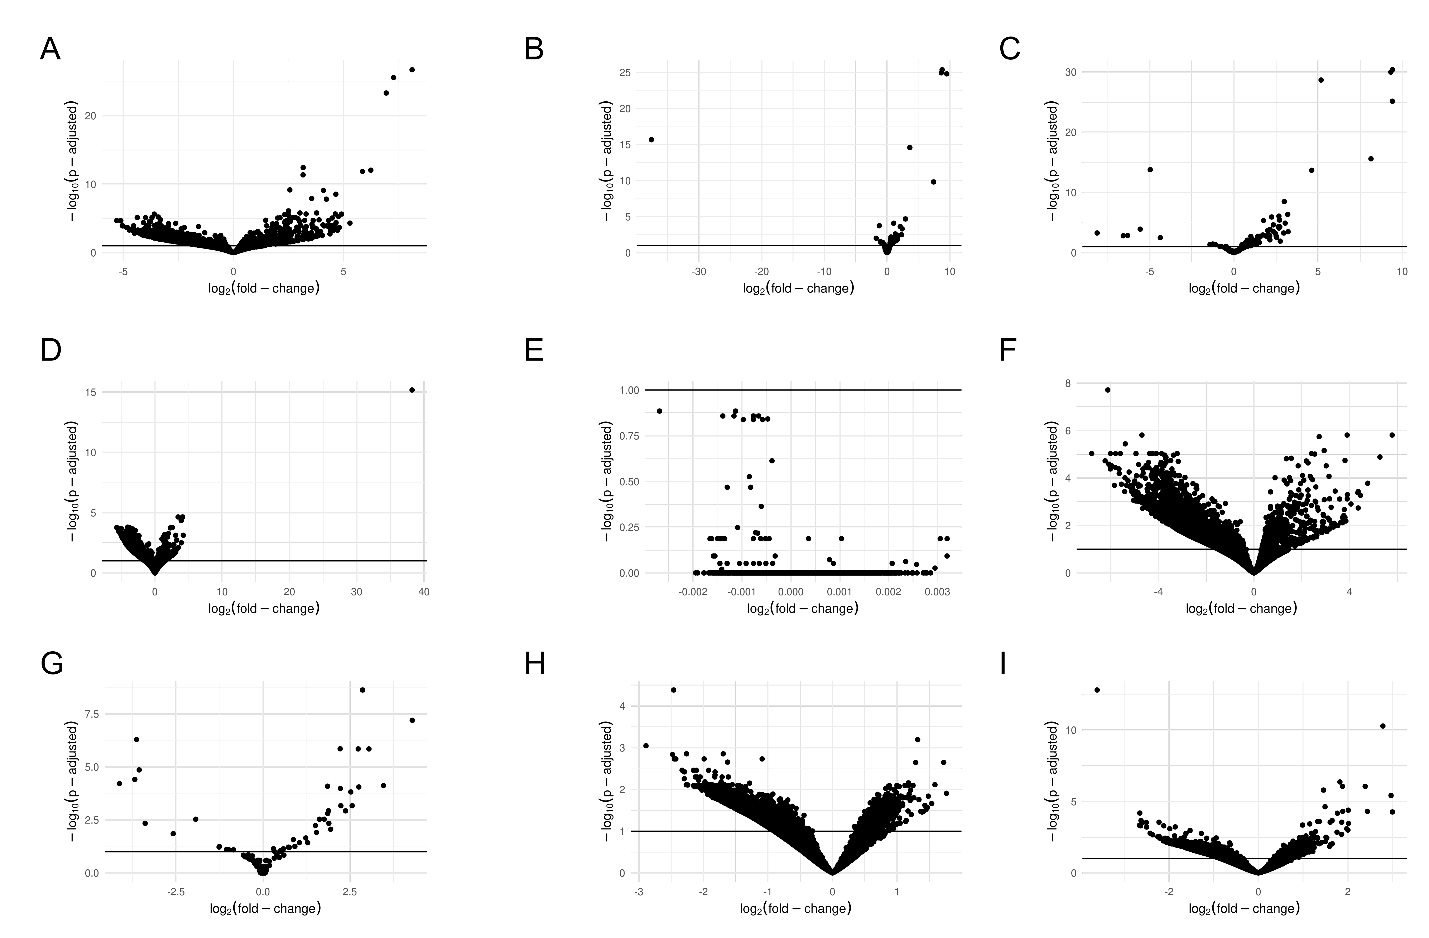

**Fig. S5** Volcano plots with FDR control comparing sex and days of exposure: (a) 3-day females vs. 3-day males, (b) 7-day females vs. 7-day males, (c) 14-day females vs. 14-day males, (d) 3-day vs. 7-day females, (e) 7-day vs. 14-day females, (f) 3-day vs. 14-day females, (g) 3-day vs. 7-day males, (h) 7-day vs. 14-day males, and (i) 3-day vs. 14-day males. Each scatter point represents a gene that 1) passed the low count filter and 2) was not detected as an outlier by DESeq2 in R. Horizontal black lines represent the significance threshold (p = 0.1). There are (a) 1948, (b) 82, (c) 87, (d) 1767, (e) 0, (f) 3148, (g) 47, (h) 3487, and (i) 3321 genes above the significance threshold

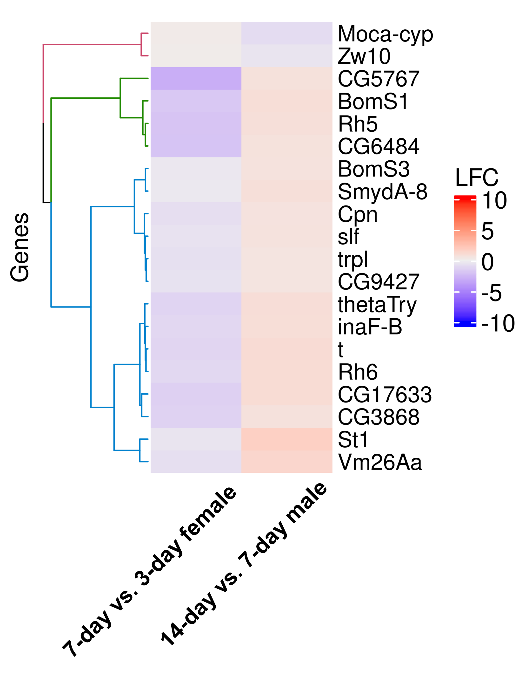

**Fig. S6** Of the 1890 DEGs identified in F3v7 and M7v14 comparisons, 20 (1.1%) exhibit contrasting gene regulation up- and down-regulation between the older and the younger flies. Heatmap and hierarchical clustering show genes that exhibit contrasting up- and down-regulation. Log2(fold-change) (LFC) is the later *vs*. the earlier time point, so genes with positive LFC increased in expression over time. Red cell colors depict upregulation over time, and blue colors depict downregulation over time

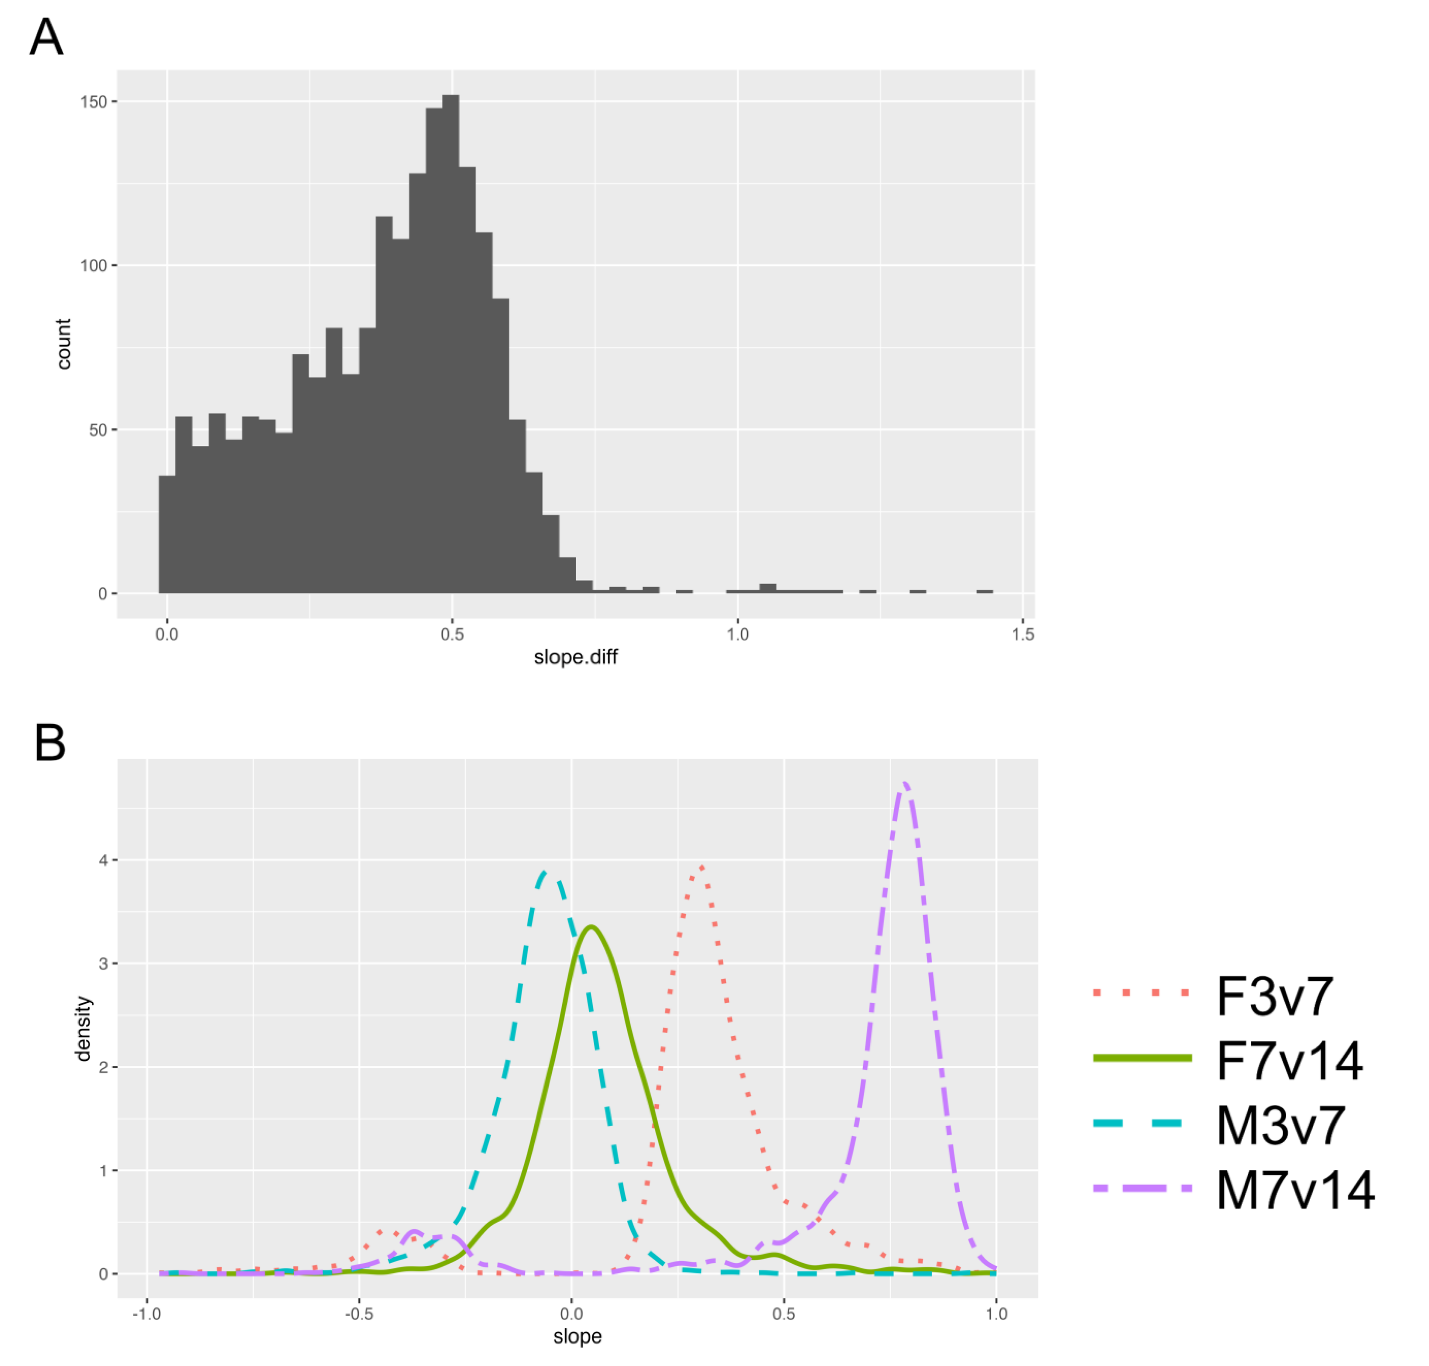

**Fig. S7** (A) Differences between 3-to-7-day and 7-to-14-day fruit flies’ gene expression slopes and (B) slopes by sex and time range, with normalization to a maximum of one before further correction. The slopes are uncorrected and do not account for the time range differences between 3-to-7 days and 7-to-14 days. Colors indicate sex and time range​

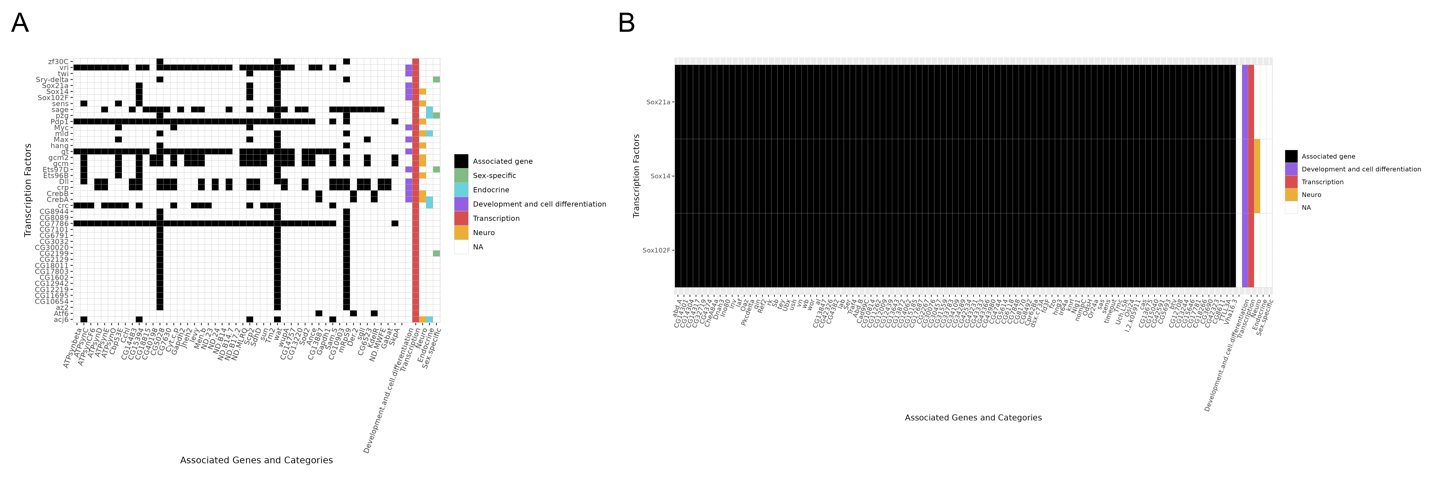

**Fig. S8** Categorization of high-confidence transcription factors: Cell plots of transcription factors enriched among delayed DEGs and their associated genes. (a) Delayed genes whose expression decreased over time, and (b) delayed genes whose expression increased over time. Transcription factors were categorized manually by function: sex-specific, endocrine, development and cell differentiation, transcription, and neuro. A transcription factor was considered enriched if it matched to an over-represented motif with high confidence

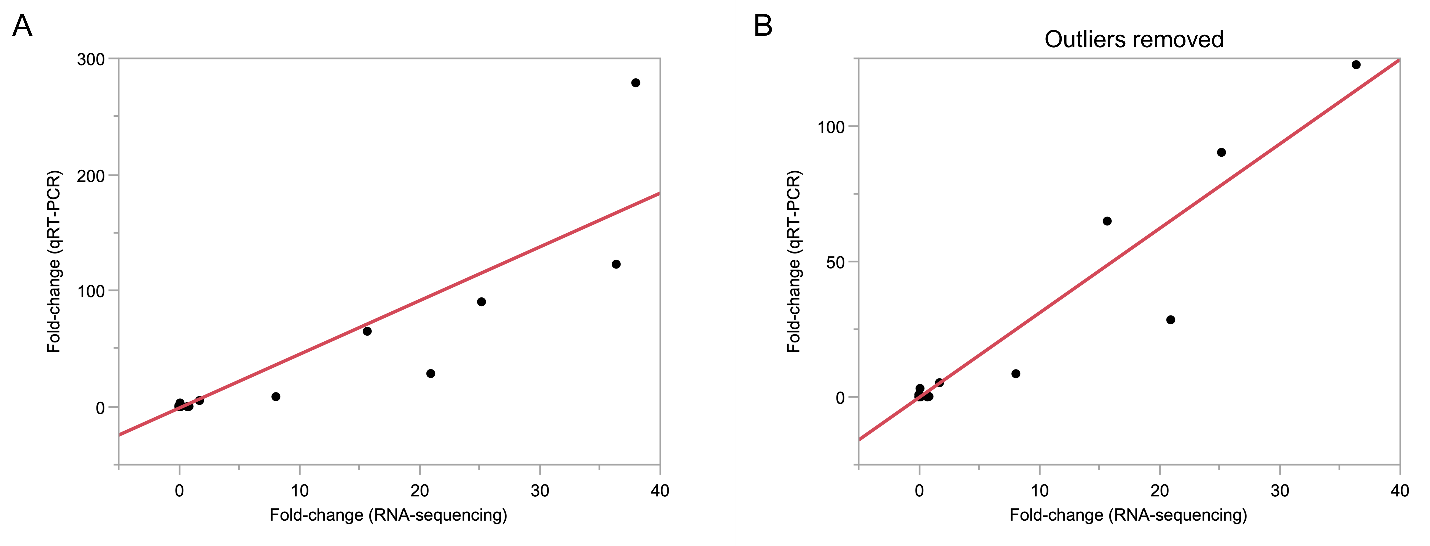

**Fig. S9** Correlation between RNA-sequencing and qRT-PCR for 3, 7, and 14-day female and male *Drosophila melanogaster,* with (a) all genes included and (b) *Jon65Aiv* excluded. RNA-sequencing data was normalized by TMM. Both RNA-sequencing and qRT-PCR were normalized to the housekeeping gene: *RpL32*. The following ten genes were compared for each condition: *SA-2*, *solo*, CG10182, *Yp1*, *Yp3*, *Acp70A*, CG43055, *Jon65Aiv*, CG5107, and CG13428. (a) Including all genes: R-squared = 0.810, R-squared-adjusted = 0.807, Pearson’s correlation = 0.90, p < 0.0001. (b) Excluding *Jon65Aiv*: R-squared = 0.919, R-squared-adjusted = 0.918, Pearson’s correlation = 0.959, p < 0.0001

How the deposited data were processed for this re-analysis (not part of the article)

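RNA of brains pooled by sex and age was sequenced from virgin females and males at 3, 7 and 14 days. The sample labels name 18 samples, 3 per group, and values were given for 16, without replicate 3 of the 7-day females and replicate 1 of the 14-day females, which the paper removed as outliers. Each library was assigned to its sex, age and replicate from its column name and the sample labels.

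The authors trimmed the reads with Trimmomatic (0.39), mapped them with STAR (2.7.3a) and normalized the reads per gene in DESeq2 (2.10, in R 2.14.1), as the sample records state, and the signal values in the deposited table are these normalized reads. Each library's values proved to be whole reads divided by 1 factor, within a tolerance of 1e-06 for every value, so the reads were recovered. Per library they came to 2924715 to 8664494 reads with a median of 6094045, and the 100 genes with the most reads took 11.44% (replicate 1 of the 14-day males) to 34.06% (replicate 1 of the 7-day females). Reads are not counted by molecule, so the spread between replicates and not the counting error alone was used for the tests of single genes.

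Genes were placed on NCBI's gene table for release 6 of the genome by their annotation symbols, and exonic lengths came from the BDGP6.54 annotation. Normalized values were compared on the log2 scale with a pseudocount of 1 in limma 3.58.1 (R 4.3.3), with the variance trend, for the 12448 genes with a mean of at least 5 over the 16 libraries. All 6 groups entered 1 linear model, from which 3 comparisons between sexes, 6 between ages, 6 between sexes of different ages and 4 differences of changes were taken. Each p of a gene is from limma's moderated t-test unless another test is named, and adjusted p values follow Benjamini and Hochberg. The median log2 fold change of all genes was −0.12, 0.09 and −0.12 between the sexes at 3, 7 and 14 days. It was 0.12, 0.06 and 0.15 for 3 to 7, 7 to 14 and 3 to 14 days in females and −0.03, 0.20 and 0.24 in males, and list medians are given relative to it.

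There were 32 gene lists, tested with camera in limma at a preset correlation of 0.01 and with the correlation estimated, and adjusted over the lists of a comparison. A gene was named when it was past the threshold, had a mean of at least 50, showed no overlap between the values of the groups (which 10% of genes do by chance at 3 against 3 libraries), and had 1 of the 8 largest changes in its direction. Also named were up to 4 members of a list with the smallest p past the threshold, abundant markers of another tissue, and every gene the paper names. Enrichment of the X chromosome and of lists among sets of genes was tested with Fisher's exact test, adjusted over 19 sets for the X chromosome. Principal components were taken from the 500 most variable genes. Slopes were computed from group means divided by the gene's largest group mean, per day, with a threshold of 0.05. Intervals are 95% bootstrap intervals from 1000 draws of genes. Neither these intervals nor Fisher's exact tests, which take genes as independent, hold the spread between libraries.

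Alternatives were DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, pseudocounts of 0.5 and 5, no filter, a mean of at least 20, quantile normalization, rescaling on genes with a mean of at least 100, a replicate block, array weights, only the groups compared, other thresholds, and leaving out each library. Alternatives with the background level as a covariate, without replicate 2 of the 7-day females and replicate 1 of the 14-day males, with slope genes from DESeq2, with fold changes shrunk with ashr (2.2.63) and with the correlation estimated were chosen after seeing the data. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The limma setting was tested on simulated data, 1 draw per comparison, with 100 genes changed 4-fold and 100 others changed 2-fold. Of 4-fold changes it found 67%, 60% and 64% between the sexes at 3, 7 and 14 days, 64% for 3- against 7-day females and 76% for 7- against 14-day males. Of 2-fold changes it found 7%, 9%, 8%, 8% and 17%, with 8, 14, 7, 9 and 9 false calls. These simulations also drew each gene on its own, without shifts common to many genes of a library. They therefore cannot show how many false calls such shifts would give.

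Gene ontology terms, transcription factor motifs and qRT-PCR values were not repeated here, since only the normalized reads and the genome annotation were used, and the fixed lists stand in their place.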

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

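The tests of ovary RNA, of a change with age in females, and of copy number for abundant X-linked genes were chosen only after the result was seen. Intervals come from draws of genes and do not hold the spread between libraries.

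Between 3 and 7 days 68 genes changed differently in the 2 sexes by a test of the difference itself (interaction in limma, adjusted p under 0.1). These were 1894 genes at the unadjusted p, and 898 adjusted in DESeq2 and 145 in edgeR. The count was 0 without replicate 2 of the 7-day females, 774 without their replicate 1, 863 without replicate 3 of the 7-day males, 4 without either of the 14-day females, and 1 without replicate 2 of the 7-day females and replicate 1 of the 14-day males. It was also 3, 290 and 298 without replicates 1, 2 and 3 of the 3-day females, 2, 10 and 5 without those of the 3-day males, 3 and 28 without replicates 1 and 2 of the 7-day males, and 262, 4 and 117 without those of the 14-day males. No gene list was tested on this difference. Of digestive enzymes, 3 fell in females relative to males, with a log2 difference of −5.98 for Amy-p (SE 0.86, adjusted p = 0.022), −6.70 for Amy-d (SE 1.09, adjusted p = 0.027) and −5.40 for Mal-A1 (SE 1.03, adjusted p = 0.07). CG14125 (−8.69), CG10910 (−9.13), CG43134 (−4.79) and CG5506 (−6.53) went the same way. Among the genes that rose in females relative to males were solo (6.80, SE 1.10, adjusted p = 0.027), spn-E, a helicase of the piRNA pathway (5.17), RpL22-like (6.01), the cilium dynein btv (3.20) and the taste receptor Gr5a (5.09). Others were PolA1, a DNA polymerase subunit (4.52), Cpr47Ed, a cuticle protein (4.51), UQCR-6.4L, a complex III paralog (5.18), and CG12983 (5.94), CG3323 (6.28), CG30047 (5.97) and CG30385 (5.45). For SA2 and CG10182, which had 0 in all 3-day females, the fitted differences of 5.81 and 6.13 depend on the pseudocount and are no bound. Their means were 27.9 and 38.0 in 7-day females, 29.5 and 27.5 in 3-day males and 14.1 and 17.2 in 7-day males.

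In results the paper does not report, the 13 genes in the list of Y-linked fertility genes had a median of 6.57 normalized reads per kb in 14-day males, against 2.6 and 1.19 at 3 and 7 days and 0 in females. Of these genes 8 passed the minimum mean and were tested (kl-2, kl-3 and kl-5, dyneins of the sperm tail, with CCY, PRY, Pp1-Y1, WDY and CG41561), and the medians also hold those that did not. Autosomal genes of the lists of receptors, pickpocket channels, cuticle, eggshell and testis genes moved with the Y-linked list, with medians of 9.21, 7.4 and 24.8 per kb in males at 3, 7 and 14 days (2.75, 11.1 and 11.7 in females). The germline and ovary list had a median of 179 in replicate 3 of the 14-day females, against 28.8 in the other library of that group.

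Receptor, cilium and other scarce genes rose together early in females (3 to 7 days) and late in males (7 to 14 days). A single scaling factor per library is argued against for this rise, since 1614 shared genes still rose after rescaling on abundant genes. The shared genes that fell in both sexes went from 144 to 73 with that rescaling, so scaling stays open for them. With quantile normalization, which also aligns the scarce genes, 499 rose against 1435, so a difference between libraries at their low end stays open. Low-level signal that scales with DNA copy number is a candidate explanation: the male gain over the female gain was 0.533 times as large for 240 X-linked as for 1195 autosomal genes (interval 0.502 to 0.56), where 1 X chromosome in males against 2 in females gives 0.5. An even background of reads along genes is another candidate. Gain rose with exonic length with a log2 slope of 0.707 in females (interval 0.665 to 0.751) and 0.656 in males (0.611 to 0.699), where reads in proportion to length give 1. The values are not divided by length, so reads of transcripts grow with it too. The slope therefore cannot tell such background from transcription. A delay of male brains behind female brains stays open as untested, and transcription from an X chromosome without dosage compensation could give the same ratio.

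Genes of the germ line and of the cell cycle were high in replicate 3 of the 14-day females. A change with age stays open. Without that library the cell cycle list was not higher at 14 than at 7 days (camera adjusted p = 0.79), but that leaves out the library that defines the pattern and 1 library at 14 days, so it decides nothing. For ovary RNA in that library, the germline list was 6.21 times as high as in the other library, with osk, a determinant of the germ plasm, at 107 against 1.15 and dhd at 2691 against 95.5. The eggshell genes Cp36 (33.7 against 964) and Cp38 (66.2 against 621) were lower there, so the genes of the ovary moved apart, and ovary RNA and a difference between the pools cannot be told apart with 1 library on each side.

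X-linked genes were higher in females than autosomal genes at 7 and 14 days. Signal that scales with the number of X chromosomes is argued against as the whole source. Among genes with a mean of at least 1000, far above such signal, X-linked genes exceeded autosomal genes by a median log2 of 0.16 at 14 days (interval 0.109 to 0.2) and 0.278 at 7 days (0.185 to 0.359). Among genes with a mean of 5 to 20 the gap was 0.902 and 0.699, so such signal may add to it in scarce genes. Incomplete dosage compensation stays open as untested.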

How the results depend on the processing

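Chosen only after the result was seen were the tests with the background level as a covariate, without replicate 2 of the 7-day females and replicate 1 of the 14-day males, with slope genes from DESeq2, with fold changes shrunk with ashr, and with the correlation estimated. The alternative with all 18 libraries was not run, since values were given for 16. Where a lone library was left in a group, it is assumed to vary like the other groups. Comparisons are written as in the paper, with F3vM3 for 3-day females against 3-day males. For every result given here that changed, the cause was not tested.

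Of 288 list tests, direction and side of the threshold were the same for 288 with a pseudocount of 0.5, 286 with 5, 280 with no filter, 271 in DESeq2, 275 in edgeR, 276 after rescaling, 215 with quantile normalization and 187 with the background level as a covariate. Depth limits genes of few reads most, and the smallest library held 2924715.

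Leaving out 1 library at a time, the counts of genes ran from 258 to 2388 in F3vM3, 5 to 40 in F7vM7, 12 to 49 in F14vM14, 0 to 1777 in F3v7, 0 to 3 in F7v14, 9 to 3737 in F3v14, 1 to 32 in M3v7, 0 to 5308 in M7v14, 7 to 4280 in M3v14, 70 to 1589 in F3vM7, 4442 to 7393 in F3vM14, 5 to 87 in F7vM3, 6 to 1077 in F7vM14, 37 to 374 in F14vM3, 16 to 83 in F14vM7, 0 to 863 for the sex difference in change from 3 to 7 days, 0 to 1 for that from 3 to 14 days, 0 to 1 for the delayed change and 525 to 2070 shared by F3v7 and M7v14. The slope classes ran from 172 to 1424 rising in both sexes, 199 to 1602 rising in females, 382 to 1585 rising late in males, 38 to 278 falling in females, 7 to 118 falling late in males and 5 to 117 falling in both sexes. The list median that reversed ran from −0.40 to 1.06 for DNA replication and cell cycle in F14vM14, with the low end without replicate 3 of the 14-day females.

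With a pseudocount of 5 the counts of genes were 865 in F3vM3, 394 in F3v7, 2821 in M3v14, 260 in F3vM7 and 2 for the sex difference in change from 3 to 7 days. With quantile normalization the counts of genes were 313 in F3vM3, 97 in F14vM14, 0 in F3v7, 462 in F3v14, 6 in M3v7, 1325 in M7v14, 615 in M3v14, 93 in F3vM7, 38 in F7vM3, 28 in F7vM14, 3 for the sex difference in change from 3 to 7 days and 634 shared by F3v7 and M7v14. With quantile normalization the list medians that reversed were −0.21 for synaptic and neuronal genes in F3vM3, 0.46 for cytosolic ribosomal proteins in F3v14 and 0.32 for cytosolic ribosomal proteins in M3v14. With array weights, whose estimate did not converge, the counts of genes were 3506 in F3vM3, 32 in F7vM7, 4912 in F3v14, 105 in M3v7, 1 in M7v14, 13 in M3v14, 4208 in F3vM7, 29 in F7vM3, 7 in F7vM14, 1305 in F14vM3, 1933 in F14vM7, 860 for the sex difference in change from 3 to 7 days, 1 for that from 3 to 14 days and 807 shared by F3v7 and M7v14. With the background level as a covariate the counts of genes were 23 in F3vM3, 12 in F7vM7, 0 in F3v7, 0 in F3v14, 0 in M7v14, 7 in M3v14, 71 in F3vM7, 4 in F3vM14, 32 in F7vM3, 10 in F7vM14, 0 for the sex difference in change from 3 to 7 days and 28 shared by F3v7 and M7v14. With this covariate the list medians that reversed were −0.19 for cytosolic ribosomal proteins in F3vM3, −0.30 for synaptic and neuronal genes in F3vM3, 0.36 for synaptic and neuronal genes in F3v7, −0.58 for testis-enriched genes in F3v14, 0.33 for cytosolic ribosomal proteins in F3v14 and 0.27 for mitochondrial ribosomal proteins in F3v14. With this covariate 115 of 288 list tests passed, against 176. The covariate is itself made from the gustatory receptor, cuticle and eggshell lists, so it takes out part of their change by construction. Without replicate 2 of the 7-day females and replicate 1 of the 14-day males the counts of genes were 2517 in F3vM3, 251 in F7vM7, 1 in F3v7, 2 in F7v14, 4179 in F3v14, 0 in M7v14, 21 in M3v14, 1764 in F3vM7, 488 in F7vM3, 446 in F7vM14, 494 in F14vM3, 121 in F14vM7, 1 for the sex difference in change from 3 to 7 days and 302 shared by F3v7 and M7v14. The slope classes then held 76 rising in both sexes, 119 rising in females, 161 rising late in males, 51 falling in females, 11 falling late in males and 9 falling in both sexes. At an unadjusted p under 0.05 the counts of genes were 2899 in F3vM3, 938 in F7vM7, 887 in F14vM14, 2450 in F3v7, 275 in F7v14, 373 in M3v7, 4333 in M7v14, 3755 in M3v14, 2407 in F3vM7, 1027 in F7vM3, 1767 in F7vM14, 1401 in F14vM3, 1133 in F14vM7, 1894 for the sex difference in change from 3 to 7 days, 955 for that from 7 to 14 days, 664 for that from 3 to 14 days and 418 for the delayed change. In DESeq2 the counts of genes were 82 in F7vM7, 87 in F14vM14, 1767 in F3v7, 47 in M3v7, 3321 in M3v14, 1527 in F3vM7, 186 in F7vM3, 485 in F7vM14, 416 in F14vM3, 197 in F14vM7, 898 for the sex difference in change from 3 to 7 days, 63 for that from 3 to 14 days and 10 for the delayed change. With a mean of at least 20 the counts of genes were 614 in F3v7 and 36 for the sex difference in change from 3 to 7 days. With only the groups compared in each fit the counts of genes were 0 in F3v7, 43 in M3v7, 1 in M7v14, 43 in M3v14, 349 in F3vM7, 31 in F7vM3, 9 in F7vM14, 670 in F14vM3, 216 in F14vM7, 1 for the sex difference in change from 3 to 7 days and 16 for that from 3 to 14 days. With a replicate block the counts of genes were 558 in F3v7, 0 in M7v14, 157 in M3v14, 439 in F3vM7, 9 in F7vM14 and 2 for the sex difference in change from 3 to 7 days. After rescaling on genes with a mean of at least 100 the counts of genes were 14 in M3v7, 416 in F3vM7 and 4 for the sex difference in change from 3 to 7 days. In edgeR the counts of genes were 14 in M3v7, 0 in M7v14, 76 in M3v14 and 145 for the sex difference in change from 3 to 7 days. With a pseudocount of 0.5 the counts of genes were 801 in M3v14. With no filter the counts of genes were 11 for the sex difference in change from 3 to 7 days. For slopes of genes at an adjusted p under 0.1 the slope classes held 448 rising in both sexes, 491 rising in females, 475 rising late in males, 20 falling in females, 1 falling late in males and 1 falling in both sexes. With a slope threshold of 0.07 the slope classes held 7 falling late in males and 7 falling in both sexes. With slopes not divided by days the slope classes held 115 falling late in males and 106 falling in both sexes. At an adjusted p under 0.1 the overlaps held 542 genes for F3v7 with M7v14, 923 genes for F3v7 with F3v14 and 805 genes for M7v14 with M3v14. With slope genes from DESeq2 the classes held 1361 rising and 61 falling in both sexes. With the correlation between genes estimated, 2 of 288 list tests passed.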

Differences from the paper's values

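Alternatives set before the data were examined were 27 in number: pseudocounts of 0.5 and 5, no filter, a mean of at least 20, quantile normalization, rescaling on abundant genes, a replicate block, array weights, only the groups compared, DESeq2, edgeR and leaving out each of 16 libraries. A count or percentage is within the paper's where the 2 differ by no more than 1.5 times, and alternatives not named for a value were not within it.

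At 3 days 379 genes were higher in females, and the paper's value is 646, which 6 alternatives were within (only the groups compared, DESeq2, without replicate 3 of the 3-day females, without replicate 1 or 2 of the 7-day females, without replicate 1 of the 14-day males). At 7 days 7 genes passed, 6 higher and 1 lower in females, and the paper's values are 82, 64 and 18, which DESeq2 alone was within. At 14 days 41 passed and 34 were higher in females, and the paper's values are 87 and 73, which quantile normalization and DESeq2 were within. Another 7 were lower, and the paper's value is 14, which no filter, quantile normalization and DESeq2 were within. DESeq2, the tool the paper's methods name, gave 1948, 82 and 87 genes on the recovered reads at these ages, the paper's counts.

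Of the genes shared by the 3-to-7-day change in females and the 7-to-14-day change in males, 9 were lower in females only, and the paper's value is 18, which 8 alternatives were within (DESeq2, no filter, without replicate 1 or 2 of the 7-day females, without replicate 2 or 3 of the 14-day males, without replicate 2 or 3 of the 7-day males). In males only 1 was lower, and the paper's value is 2, which 7 were within (DESeq2, a mean of at least 20, quantile normalization, without replicate 2 of the 3-day females, without replicate 2 of the 7-day females, without replicate 1 or 3 of the 14-day males). The correlation of fold changes was 0.84, and the paper's value is 0.57, which none of the 27 reached, as they ran from 0.75 (DESeq2 and without replicate 2 of the 7-day females) to 0.91. The paper's fold changes were shrunk with ashr and none of these were, and with the fold changes of DESeq2 shrunk with ashr, chosen after seeing the data, it was 0.545 over 1890 genes.

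At any age 4188 genes differed between the sexes at the unadjusted p, and the paper's value is 6698, which 5 were within (DESeq2, array weights, without replicate 3 of the 3-day females, without replicate 1 or 3 of the 14-day males). These may be unlike sets, since the paper's counts at the 3 ages (3218, 1141 and 1231, which DESeq2 gave here too) sum to less than 6698, and the union in DESeq2 here was 4729. Consistently higher in females were 256, and the paper's value is 427, which 5 were within (DESeq2, only the groups compared, without replicate 3 of the 3-day females, without replicate 2 of the 7-day females, without replicate 1 of the 14-day males). PC2 held 8.6% of the variance, and the paper's value is 17, which a pseudocount of 5 was within, 1 of the 20 alternatives that apply to it.

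The paper states that X-linked genes were not overrepresented among genes higher in females at 3 days, and the odds ratio here was 1.56, with 6.57 and 2.14 at 7 and 14 days, where it states that they were (1.44 at 3 days in DESeq2). In 1 sentence it states that most shared genes went down with age, and here 1435 of 1589 rose in both sexes, as it states in another. It states that Jon65Aiv was below the housekeeping gene in the sequencing of 3-day females, and its ratio to RpL32 here was 1.72 ± 1.52 (SD, n = 3), with 1.4, 3.37 and 0.382 in replicates 1 to 3 and a mean below 1 (0.893) without replicate 2. It counts Zw10 and TrpA1 among the shared genes and DOR (TP53INP) among those lower in 14- than in 7-day females. Here Zw10 missed the unadjusted p in females (log2 fold change 0.63), TrpA1 in males (1.13) and TP53INP in females (−0.60), and all 3 passed it in DESeq2 (0.63, 1.25 and −0.64).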

Other observations

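The tests of RNA from antennae and testis were chosen only after the result was seen.

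Comparisons across ages set females beside males of another age. In limma 680 genes differed between 3-day females and 7-day males, 6766 between 3-day females and 14-day males, 19 between 7-day females and 3-day males, and 17 between 7-day females and 14-day males. For 14-day females the counts were 128 against 3-day males and 59 against 7-day males. No gene differed between the early change in females (3 to 7 days) and the late one in males (7 to 14 days) in limma (0, with 418 at the unadjusted p), 10 did in DESeq2 (612) and 0 in edgeR (505). For the sex difference in the change from 7 to 14 days limma, DESeq2 and edgeR called 0 genes (955, 1286 and 827 at the unadjusted p), and for that from 3 to 14 days 0, 63 and 0 (664, 946 and 820).

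In other lists, the chaperone list was higher in 7- than in 3-day males (median 0.36 relative to all genes, camera adjusted p = 0.00053, adjusted p = 0.75 with an estimated correlation), with none of its 33 genes passing at the adjusted or unadjusted p, a call lost without replicate 1 of the 3-day males (0.17). From 3 to 14 days the list of synaptic and neuronal genes was lower in females (median −0.92, camera adjusted p = 3.2e-09, adjusted p = 0.39 with an estimated correlation), with 9 of 49 genes falling. It was lower in males as well (−1.12, camera adjusted p = 3.7e-13, adjusted p = 0.49 with an estimated correlation), with 9 falling, 14 over the list alone. The immune list was higher in males over these ages (0.89, camera adjusted p = 0.0016, adjusted p = 0.49 with an estimated correlation), with 5 of 40 genes rising and BomS5 going from 22.4 ± 8.29 to 147.3 ± 56.2 (SD, n = 3, log2 fold change 2.67, SE 0.52, adjusted p = 0.049), a call lost without replicate 1 or 2 of the 14-day males or replicate 2 of the 3-day males. Lsp2, a storage protein of the larval fat body, went from 24.1 ± 12.4 to 429.4 ± 260.1 (3.98, SE 0.91, adjusted p = 0.069), a call lost without any of 4 libraries.

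RNA of antennae carried with the brains was tested as a candidate source of the joint rise of scarce genes. Abundant antennal genes gained 302 normalized reads per kb from 3 to 7 days in females, 42.0 times the 7.18 of the odorant receptors, and 119 from 7 to 14 days in males, against 13.1. The antennal genes already had 167 (lush) to 1290 (Obp83a) in 3-day females, so a modest change in them exceeds the receptors' gain whatever its source. This comparison therefore cannot show antennal RNA. Obp83a, the most abundant antennal gene, went from 1290 to 2040 and then 546 in females, and from 946 to 404 and then 637 in males. Antennal genes thus did not follow the receptors at 14 days in females, which argues against antennal RNA as the only source.

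RNA of testis in the male libraries was tested for the same rise. Abundant testis genes gained 16.4 per kb in males from 7 to 14 days, 0.393 times the 41.9 of the shared genes. The shared genes were picked for rising, which lifts their gain, and the odorant receptors, which were not, gained 13.1. Females have no testis, yet the abundant testis genes gained a median of 4.93 per kb in females from 3 to 7 days. Testis RNA is thus argued against for the rise in females, and the comparison leaves it open for that in males.

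With 3 libraries against 3, other splits of the libraries are too few (10) for a share under 0.05. At the adjusted p 1 split in each comparison, the real one, called as many genes: 1417 between the sexes at 3 days, where the highest other split called 3, and 24, 2639 and 1434 for 3 to 7, 7 to 14 and 3 to 14 days in males, where the highest other called 0. At the unadjusted p, on which the shared genes and slope classes rest, the real split called 2899 between the sexes at 3 days, where the highest other called 1345, and 4333 and 3755 for 7 to 14 and 3 to 14 days in males, where the highest others called 3807 and 2863. For 3 to 7 days in males it called 373, and 3 others called more, up to 796.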
